# Integrated Transcriptome and 16S rDNA Analyses Reveal That Transport Stress Induces Oxidative Stress and Immune and Metabolic Disorders in the Intestine of Hybrid Yellow Catfish (*Tachysurus fulvidraco*♀ *× Pseudobagrus vachellii*♂)

**DOI:** 10.3390/antiox11091737

**Published:** 2022-08-31

**Authors:** Tao Zheng, Yifan Tao, Siqi Lu, Jun Qiang, Pao Xu

**Keywords:** transport stress, intestine, transcriptome, 16S rDNA, hybrid yellow catfish

## Abstract

Live fish are often transported in aquaculture. To explore the effects of transport stress, hybrid yellow catfish (*Tachysurus fulvidraco*♀ × *Pseudobagrus vachellii*♂) were subjected to simulated transport treatments (0–16 h) with 96 h of recovery after the 16-h transport treatment, and intestinal biochemical parameters, the transcriptome, and gut microbiota were analyzed. Transportation affected the number of mucus cells and led to oxidative stress in the intestine, which activated immune responses. Changes in lipid metabolism reflected metabolic adaptation to oxidative stress. Toll-like receptor signaling, peroxisome proliferator-activated receptor signaling, and steroid biosynthesis pathways were involved in the transport stress response. Gene expression analyses indicated that transport-induced local immune damage was reversible, whereas disordered metabolism recovered more slowly. A 16S rDNA analysis revealed that transport stress decreased the alpha diversity of the gut microbiota and disrupted its homeostasis. The dominant phyla (Fusobacteria, Bacteroidetes) and genera (*Cetobacterium*, *Barnesiellaceae*) were involved in the antioxidant, immune, and metabolic responses of the host to transportation stress. Correlation analyses suggested that gut microbes participate in the transport stress response and the host–microbiota interaction may trigger multiple events in antioxidant, immune, and metabolic pathways. Our results will be useful for optimizing transport processes.

## 1. Introduction

Transport is a necessary and routine operation in aquaculture management under intensive farming conditions [1]. Multiple stressors during transport, such as turbulence, congestion, and the deterioration of water quality can cause oxidative stress, dysfunctions of immunity and metabolism, and even the death of fish [2,3]. The skin, gills, and intestinal tract constitute the three major mucosal systems of fish [4]. Previously, we reported that transportation affects the antioxidant and immune systems of the skin and gills of hybrid yellow catfish (*Tachysurus fulvidraco*♀ × *Pseudobagrus vachellii*♂) [5,6]. This prompted us to determine the effects of transport stress on the intestinal tract to better understand the negative effects of transport on the mucosal system of fish. 

Several studies have focused on the response to transportation stress and its underlying mechanism in aquatic animals, using simulated transportation treatments applied under laboratory conditions [7,8]. For example, 4 h of transportation at a density of 200 g/L was found to induce oxidative stress, immunosuppression, and hydromineral imbalances in common carp (*Cyprinus carpio*) [9]. Thirty minutes of simulated transport significantly affected the liver function parameters, serum antioxidant status, and immune parameters of juvenile puffer fish (*Takifugu rubripes*) [10]. Compared with non-transported channel catfish (*Ictalurus punctatus*), those subjected to a 24-h transportation treatment had significantly lower fat, energy, and water contents in muscle [11]. Transportation often causes tissue damage as a direct or indirect result of stress. The time required for transported fish to return to normal depends on the degree of stress during transportation. Pacific bluefin tuna (*Thunnus orientalis*) required 72 h to return to their normal status after transportation over 15.2 km [12], and *T. rubripes* required 168 h to physically recover from 30 min of transportation stress [10].

The fish intestine is the main site of the transformation and excretion of xenobiotics, and it plays a crucial role in stress responses and maintaining homeostasis [13]. Previous studies have demonstrated that transport stress induces a series of stress responses in the intestinal tract [14,15]. In rainbow trout (*Oncorhynchus mykiss*), the abundance of the chaperone protein HSC70 in the epithelia of the intestine was generally higher in transport-stressed fish than in control fish [16]. In sea bass (*Lateolabrax maculatus*), 72 h of transport at a density of 250 kg/m^3^ severely affected the antioxidant and immune systems and energy metabolism, and damaged organs including the liver, gills, and gut [17]. The effects of transport stress on the intestinal tract cannot be ignored. However, the responses of the yellow catfish intestine to transport stress remain largely unknown.

The development of high-throughput RNA-seq technology has made it possible to analyze the transcriptional landscape to provide insights into the mechanisms of the response to transportation in fish [18]. Transcriptome analyses of zebrafish (*Danio rerio*) liver revealed that transport stress up-regulates genes related to gluconeogenesis, and down-regulates genes encoding specific immune components, genes related to glycolysis, genes encoding peroxisomal enzymes that produce reactive oxygen species (ROS), and genes encoding xenobiotic-metabolizing enzymes [19]. In addition, the dynamic balance of intestinal flora is important for fish health, as the gut microbiota plays an indispensable role in maintaining nutrient supply to the host, the host’s physiological processes, and stress responses [20]. Various stressors can affect the composition of the intestinal microbial community, consequently affecting fish health [21]. In cobia (*Rachycentron canadum*), transport stress was found to significantly reduce the taxonomic diversity of the gut microbiome, reduce the abundance of healthy microbiota, and increase the abundance of opportunistic pathogens [22].

Hybrid yellow catfish, a member of the family Siluriformes, is an important fresh water fish. This species is economically valuable for aquaculture because it is popular to consumers, so it is widely farmed [5]. However, it is highly susceptible to transport stress. In the current study, we analyzed intestinal biochemical parameters and mucus cells in transported hybrid yellow catfish, and conducted transcriptome analyses of the intestine using high-throughput RNA-seq. The intestinal microbiota was analyzed using 16S rDNA sequencing. The overall aim of the study was to obtain new information about the negative effects of transport stress on hybrid yellow catfish, with a view to improving transportation methods.

## 2. Materials and Methods

### 2.1. Fish and Experimental Design

Hybrid yellow catfish (average body weight 7.06 ± 1.30 g and length 5.06 ± 0.82 cm) were collected from the Yixing Base of Freshwater Fisheries Center, Chinese Academy of Fishery Sciences (Wuxi, China). Before the experiment, the fish were acclimated in a recirculating water system (pH 7.5 ± 0.3; dissolved oxygen > 5.5 mg/L; 26 ± 3 °C; ammonia nitrogen and nitrite < 0.01 mg/L) for 1 week. During this period, the fish were fed with commercial feed (crude fat 6%, crude protein 38.0%) at 2% (*w*/*w*) of their body weight twice per day. Food was withheld for 24 h before the simulated transportation experiment. We used an automated shaker (130 × 110 × 70 cm) (Mince instrument, Changzhou, China) for the simulated transportation treatments. Eighteen transport bags (three per treatment group) were placed on the shaker platform. Each transport bag was 40 × 82 cm and contained 30 fish. Each bag was filled with a one-third volume of water, the fish were added, and then the bag was filled with oxygen. The simulated transportation treatment times were 0 h, 2 h, 4 h, 8 h, and 16 h with shaking at 100 rpm. The recovery group consisted of fish that were allowed to recover for 96 h after 16 h of simulated transportation. The recovery environment was the same as that of the control group.

### 2.2. Sample Collection

At each time point, 12 fish were randomly selected from the three transportation bags per treatment group. At the same time, fish were sampled from the recirculating aquaculture system as the control. The fish were anaesthetized with 200 mg/L MS-222, and the posterior section of the bowel was collected. The samples for analyses of biochemical parameters, the transcriptome, and intestinal microbiota were rapidly frozen in liquid nitrogen and then stored at −80 °C. Samples of fish from the transport groups (0 h, 2 h, 4 h, 8 h, 16 h) and recovery group (96 h) were rapidly placed in Bouin’s solution for histological analyses. Transcriptome and 16S sequencing were conducted using portions of samples from the 0-h group (Ctrl), 16-h transport group (Str), and 96-h recovery group (Rec). Biochemical analyses were conducted using samples from the transportation groups (0 h, 2 h, 4 h, 8 h, 16 h), recovery group (96 h), and corresponding controls.

### 2.3. Intestine Biochemical Analyses

The intestine samples were homogenized with nine volumes of normal saline [23] and then the mixture was centrifuged (3000× *g* for 10 min at 4 °C). The supernatant was used for the analyses. The total antioxidant capacity (T-AOC), malondialdehyde (MDA) content, and activities of superoxide dismutase (SOD) and catalase (CAT) were determined using commercial kits purchased from the Nanjing Jiancheng Bioengineering Institute (Nanjing, China) [24].

### 2.4. Histological Analyses of intestine

The tissue samples were fixed in Bouin’s solution for 24 h [25,26] and then immersed in 70% *v*/*v* ethanol. The samples were then dehydrated with a stepwise ethanol gradient (*v*/*v*: 70% ethanol, 80% ethanol, 95% ethanol, and anhydrous ethanol). For clearing, the samples were immersed in a mixture of xylene and anhydrous ethanol (1:1) for 1 h, then in xylene I for 2 h and xylene II for 2 h. The wax-soaked tissues were embedded using a Leica EG 1150 H embedding machine and then cut into 7-µm sections before being dried at room temperature and heated to 60 °C for 1 h. The sections were dewaxed by successive immersion in xylene I, xylene II, 100% *v*/*v* alcohol, 95% *v*/*v* alcohol, 90% *v*/*v* alcohol, 80% *v*/*v* alcohol, and 70% *v*/*v* alcohol solution, and then stained with Alcian blue-periodic acid-Schiff (AB-PAS). After sealing with neutral gum, the stained sections were observed and photographed under a microscope (E100, Nikon, Tokyo, Japan) [26].

### 2.5. Intestinal Transcriptomic Sequencing and Analysis

#### 2.5.1. RNA Isolation and Transcriptome Sequencing

Intestine samples were collected from three individuals in the Ctrl group, three in the Str group, and three in the Rec group using a TRIzol kit (Invitrogen, Carlsbad, CA, USA). The purity, concentration, and structural integrity of RNA were determined, and then RNA-Seq libraries were constructed. Sequencing was conducted on the Illumina NovaSeq 6000 platform (Illumina Inc., San Diego, CA, USA).

#### 2.5.2. Assembly and Annotation of Transcripts, Identification of Differentially Expressed Genes

Raw data were processed using Cutadapt v1.9 and then clean data were mapped to the reference genome of *Tachysurus fulvidraco* (https://www.ncbi.nlm.nih.gov/genome/?term=yellow+catfish (accessed on 6 October 2020)). The differentially expressed genes (DEGs) among the Ctrl group, Str group, and Rec group were identified using DESeq with the following screening criteria: |log 2 (fold change)| > 1 and *p* < 0.05. The DEGs were subjected to GO (Gene Ontology, http://geneontology.org/ (accessed on 20 November 2021)) and KEGG enrichment analyses (Kyoto Encyclopedia of Genes and Genomes, http://www.kegg.jp/ (accessed on 20 November 2021)). The significantly enriched GO terms and KEGG pathways (adjusted *p* < 0.05) were used to analyze the potential function of the DEGs. The raw data have been deposited in the GEO database at the NCBI (accession number: GSE206148).

#### 2.5.3. qRT-PCR Analyses

To verify the transcriptome sequencing results and further analyze the intestinal response to transport stress, the transcriptional patterns of nine genes in the intestinal tissues of three groups (Ctrl, Str, and Rec) were validated by a real-time quantitative PCR (qRT-PCR). The total RNA was extracted as described in Section 2.5.1. Then, cDNA was synthesized from the extracted RNA using PrimeScript RT Master Mix (Takara, Dalian, China). The qRT-PCR analyses were performed in a total volume of 20.0 μL containing 0.5 μL of each primer, 2 μL of cDNA, 7.0 μL of ddH_2_O, and 10 μL of TB Green Premix Ex Taq Ⅱ (Takara). The thermal cycling conditions for the qRT-PCR were as follows: denaturation at 95 °C for 30 s, then 40 cycles of 95 °C for 5 s, and 60–63 °C for 1 min. The 2^–ΔΔCt^ method was used to calculate relative gene transcript levels. *β*-actin was used as the internal control.

### 2.6. Intestinal Microbiome Sequencing and Analysis

First, DNA was extracted from the intestinal samples of 30 hybrid yellow catfish in three groups (10 each from Ctrl, Str, and Rec) using the E.Z.N.A. ^®^Stool DNA Kit (D4015, Omega Inc., Norcross, GA, USA). The PCR mixture consisted of 25 ng template DNA, 12.5 μL of PCR Premix, 2.5 μL of each primer, and PCR-grade water to complete the volume to 25 μL. The PCR conditions included an initial denaturation at 98 °C for 30 s, followed by 32 cycles of denaturation of 98 °C for 10 s, 54 °C for 30 s, and extension at 72 °C for 45 s, and then a final extension at 72 °C for 10 min. The PCR products were purified using AMPure XT beads (Beckman Coulter Genomics, Danvers, MA, USA) and then used to prepare a sequencing library. The minimum concentration of product for the library construction was 2 nmol/L.

The constructed libraries were sequenced on the NovaSeq PE250 platform. Raw data have been deposited in the SRA database at the NCBI (accession number: PRJNA853144). The raw reads were quality-filtered to obtain clean tags. Chimeric sequences were filtered using Vsearch software (v2.3.4) (accessed on 20 November 2021). The feature table and feature sequences were obtained after dereplication using DADA2. Sequences with higher than 97% similarity were grouped into the same OTU (operational taxonomic unit). Blast was used for sequence alignments. Feature abundance was normalized to the relative abundance in each sample with the SILVA classifier (release 132). Alpha diversity and beta diversity were analyzed by QIIME2, and figures were constructed using R (V3.5.2). Differences among compared groups were determined on the basis of obtained species abundance statistics. Alpha diversity, as represented by five indices (Chao1, observed species, Goods coverage, Shannon’s, and Simpson’s) provided an indication of the complexity of species diversity under transport stress. A constrained principal component analysis (PCoA) of Bray–Curtis distances was used to determine differences in species complexity among multiple groups. A linear discriminant analysis (LDA) effect size (LEfSe) revealed differences in the abundance of bacterial taxa among the Ctrl, Str, and Rec groups. The Kruskal–Wallis test was used to adjust for multiple tests (*p* < 0.05) and for the effect size analysis (LDA score > 3). A PICRUSt2 analysis was performed using tools from OmicStudio https://www.omicstudio.cn/analysis/ (accessed on 20 November 2021). The function of intestinal flora was predicted on the basis of KEGG functional annotations.

### 2.7. Intestinal Microbiota and DEGs Correlation Analyses

Pearson’s correlation analyses were performed to detect relationships between DEGs and intestinal bacteria. The R package (version 3.6.3) was used to correct *P* values for multiple comparisons. Differences at *p* < 0.05 were considered to be statistically significant, and those at *p* < 0.01 were considered to be highly significant. A cluster correlation heatmap was constructed to display correlation information—the darker the color in the figure, the stronger the correlation; warm colors represent positive correlations, and cool colors represent negative correlations. In the figure, the significance of correlation values is indicated by asterisks, with more asterisks denoting stronger significance.

### 2.8. Statistical Analyses

Data were analyzed using SPSS 26.0 (SPSS Inc., Chicago, IL, USA). The results shown in figures and tables are the mean ± standard error of the mean (SEM). Data were tested for normality and homogeneity of variance using Shapiro–Wilk’s and Levene’s median tests, respectively. A one-way analysis of variance (ANOVA) followed by Duncan’s multiple range test were used to detect significant differences in biochemical indexes and gene transcript levels in the same group among different transport times. An independent-samples *t* test was used to compare the treatment group with the control group at each time point. The level of significance was *p* < 0.05. The significance of differences in microbial alpha diversity and abundance among the samples was determined by Wilcoxon’s rank sum test. Correlations between intestinal bacteria and DEGs were analyzed using Spearman’s r correlation analyses, as described in Section 2.7.

## 3. Results

### 3.1. Intestine Biochemical Parameters

As shown in Figure 1, the T-AOC, SOD and CAT activities, and MDA content did not differ significantly over time in the control group. However, their levels were higher in the transportation group than in the control group from 2 h of transportation onwards. During the simulated transport treatment, the T-AOC increased to reach its maximum value at 8 h, then significantly decreased at 16 h (Figure 1A; *p* < 0.05). The CAT activity was higher in the transportation group than in the control group at 2 h, 4 h, and 8 h, but decreased to a level similar to that in the control at 16 h of transportation (Figure 1B; *p* < 0.05). The SOD activity also increased to its peak at 8 h of transportation but decreased at 16 h (Figure 1C; *p* < 0.05). The MDA activity was significantly higher in the transportation group than in the control group at 8 h and 16 h (Figure 1D; *p* < 0.05). After recovery for 96 h, the T-AOC, SOD activity, and MDA content were still significantly higher than their respective values in the control group, but not significantly different from their respective values in the 16-h transportation group.

### 3.2. Histological Analyses

In the histological analyses, the AB-PAS staining of intestinal samples revealed type I, II, III, and IV mucus cells. There were significantly more mucus cells in the transportation and recovery groups than in the control group, with the maximum number in the 8-h transportation group. After 8 h of transport, the number of mucus cells decreased significantly. Most of the mucus cells in the control group were type IV and III. With increasing transport time, the number of type II mucus cells gradually increased (Figure 2).

### 3.3. Intestinal Transcriptome Analysis

#### 3.3.1. Transcriptome Sequencing, Assembly, and Statistics

Intestinal transcriptome data have been deposited in the NCBI GenBank (accession number: GSE206148). 

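The intestinal transcriptome compared posterior intestine from untreated fish (Ctrl), fish transported for 16 h (Str) and transported fish that then recovered for 96 h (Rec), with 3 libraries from 3 individuals in each group. The authors trimmed the reads with Cutadapt 1.9 and mapped them to the yellow catfish reference genome. HISAT and StringTie are named in the submitters' processing notes, and the genome build is not given in the sources used here. The deposited table holds an FPKM value and an expected count for each of 26163 genes in each of the 9 libraries. Genes are named by their symbol in the table or, where it has none, by their locus identifier and product. The counts summed to between 60670586 and 63899568 per library in Ctrl (median 62661854), 48605412 and 60279138 in Str (median 58664826), and 54829614 and 73110636 in Rec (median 61634334). These totals are the depth used here. One read pair is usually worth 4 of these counts, and 3 pairs in a library, or 12 counts, were taken as the least that can be told from 0, for counting error only. The paper's own mapped reads lie between 30627561 and 44897392 per library apart from Ctrl-3, for which it prints 381148448. As printed in Table S1, the valid reads of the Str and Rec libraries give mapped shares of 74.7% to 114.2%, and 91.8% to 93.1% when the valid reads of Str and Rec are exchanged. Groups were taken from the labels of the deposited libraries. Fold changes and p-values come from edgeR's two-sided quasi-likelihood test on the deposited counts, scaled by TMM, with the 9 libraries in a single fit. It covered the 17244 genes with at least 1 FPKM in at least 3 libraries. The test reports no standard error. Those printed here were derived from it, as the absolute log2 fold change divided by the square root of the test's F value. Adjusted p-values are Benjamini-Hochberg values over all genes tested, and a gene is said to rise or fall where the adjusted p is below 0.05. The thresholds that the paper states, an absolute log2 fold change of at least 1 and an unadjusted p below 0.05, were applied to the same fit where its counts are set beside them. Gene lists were tested with limma's camera at a preset correlation of 0.01 and adjusted over 27 lists. Enrichment was tested with one-sided Fisher's exact tests.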

Nine mRNA libraries (Ctrl-1, Ctrl-2, Ctrl-3, Str-1, Str-2, Str-3, Rec-1, Rec-2, Rec-3) from fish in the Ctrl group, Str group, and Rec group were prepared and sequenced. As shown in Table S1, there were 42,235,166; 39,847,858; 41,218,400; 36,627,760; 48,324,180; 40,156,618; 39,748,556; 39,320,374; and 33,010,852 valid reads in the Ctrl-1, Ctrl-2, Ctrl-3, Str-1, Str-2, Str-3, Rec-1, Rec-2, and Rec-3 libraries, respectively (84.35–95.53% valid reads; Q20 values of 99.91–99.97%; Q30 values of 97.44%–97.76%, and GC contents of 45–46.5%). The numbers of reads mapped to the reference genome were 39,010,100 (Ctrl-1); 36,837,895 (Ctrl-2); 381,148,448 (Ctrl-3); 36,875,748 (Str-1); 36,111,813 (Str-2); 30,627,561 (Str-3); 33,889,373 (Rec-1); 44,897,392 (Rec-2); and 37,383,773 (Rec-3).

#### 3.3.2. Selection of DEGs

We identified the DEGs in pairwise comparisons between the Ctrl, Str, and Rec libraries using the screening criteria: |log2(foldchange)| ≥ 1, *p* < 0.05. We identified 3134 DEGs (1383 up-regulated and 1751 down-regulated) between the Str and Ctrl libraries; 2883 DEGs (1579 up-regulated and 1304 down-regulated) between the Rec and Str libraries; and 301 DEGs (183 up-regulated and 118 down-regulated) between the Rec and Ctrl libraries (Figure 3A–D). 

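After 16 h of transport, one of the largest rises in log2(FPKM + 1) was in *fkbp5*, a cochaperone of the glucocorticoid receptor, from 15.4 ± 5.12 FPKM (SD, n = 3) in Ctrl to 1130 ± 268 FPKM (SD, n = 3) in Str (log2 fold change 6.18, standard error 0.48, adjusted p = 0.00155 from edgeR). LOC113662830 (serine/threonine-protein kinase Sgk1), which regulates ion transport, rose from 3.71 ± 0.478 FPKM to 101 ± 12.2 FPKM, and *chac1*, whose product degrades glutathione, rose from 6.76 ± 0.764 FPKM to 191 ± 37.7 FPKM (log2 fold changes 4.81 and 4.87). LOC113663669 (GTP-binding protein Rhes) and LOC113643665 (C-type lectin domain family 4 member E, a receptor of myeloid cells) rose with log2 fold changes of 5.67 and 3.94. Among the falls, *msrb2*, which repairs oxidized methionine, went from 17.4 ± 16.2 FPKM to 0.133 ± 0.0407 FPKM (log2 fold change -7.05, standard error 0.90, adjusted p = 0.0069), and *acsl5*, which activates long-chain fatty acids, went from 17.3 ± 10.1 FPKM to 0.305 ± 0.171 FPKM (log2 fold change -5.72). LOC113638210 and LOC113663541, both C-C motif chemokine 3 loci, fell by 4.92 and 4.88 on the log2 scale. Their sequences and reads were not compared here, so they may not be separate measurements. The rest of the 10 largest rises by the difference in mean log2(FPKM + 1), which gives weight to abundant genes, were LOC113663189 (cysteine and histidine-rich domain-containing protein 1), *ddit4*, *adamts1*, LOC113638998 (pyruvate dehydrogenase kinase isozyme 2) and LOC113656494 (tenascin), with edgeR's log2 fold changes from 3.94 to 6.52. By the same measure, the rest of the 10 largest falls were LOC113656627 (patched domain-containing protein 3), LOC113650563 (lactose-binding lectin l-2), LOC113650486 (ectonucleotide pyrophosphatase/phosphodiesterase family member 7), LOC113654859 (solute carrier family 22 member 21), LOC113637196 (aquaporin-8) and LOC113641340 (apolipoprotein Eb), with log2 fold changes from -4.25 to -3.63. Of these 20 genes, 9 passed without each of the 6 libraries in turn, and 11 did not pass without Str-3, 9 without Ctrl-3, 5 without Ctrl-2, 2 without Str-1, 2 without Str-2 and 1 without Ctrl-1, with a highest adjusted p of 0.14.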

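Of 33 genes of the glucocorticoid and fasting response list, which answer cortisol and food shortage, 13 rose, 0 fell and 20 did not pass (18 rose and 2 fell when adjusted over the list alone), with a median log2 fold change of 1.32 (camera adjusted p = 1.28e-12, adjusted p = 0.0442 with an estimated correlation). LOC113655797 (CCAAT/enhancer-binding protein beta), a transcription factor of this list, rose from 25 ± 8.29 FPKM to 225 ± 89.4 FPKM (SD, n = 3 each; log2 fold change 3.26, standard error 0.43, adjusted p = 0.00755 from edgeR). The mean of the list lay higher in each Str library than in every Ctrl library, and in each Rec library it lay below every Str library. With 1 library left out, the number that rose was 6 without Str-3 or Ctrl-2 and 4 without Ctrl-3, and the number that fell was 1 without Str-2. Liver genes, markers of another tissue, were higher in Str as well, with a median of 1.12 (camera adjusted p = 0.00526, adjusted p = 0.258 with an estimated correlation; on log2(FPKM + 1) the median was 0.65 with limma and 0.77 with quantile normalization), and both lists had their highest mean in Str-2 (1.317 and 1.057) and their lowest of the Str libraries in Str-1 (0.655 and 0.636), so that some liver tissue in the Str samples is not excluded as a source of these transcripts. Over all genes, 480 rose and 534 fell in Str vs. Ctrl at an adjusted p below 0.05, and 868 rose and 709 fell in Rec vs. Str. In Rec vs. Ctrl, edgeR called 0 genes, limma on log2(FPKM + 1) 0 and DESeq2 115, and 1002 genes had an unadjusted p below 0.05 in edgeR. At the paper's thresholds, 1263 genes were higher and 1695 lower in Str vs. Ctrl, 1949 higher and 1523 lower in Rec vs. Str, and 429 higher and 262 lower in Rec vs. Ctrl. The balance of higher and lower genes at these thresholds turned in Rec vs. Str to 1212 and 1480 with limma on log2(FPKM + 1), 1562 and 1923 with limma on log2(FPKM + 0.1), 1295 and 1306 with quantile normalization and 1292 and 1729 with array weights, and in Rec vs. Ctrl to 188 and 285 and 211 and 448 with limma on these scales, 355 and 924 with array weights and 501 and 507 without Rec-3. At an adjusted p below 0.05, Rec vs. Str turned to 654 and 900 and 699 and 829 with limma on these scales, 763 and 906 with quantile normalization, 934 and 1440 with array weights and 114 and 133 without Str-3, and Str vs. Ctrl to 659 and 594 with quantile normalization, 66 and 49 without Ctrl-3, 238 and 200 without Str-1 and 90 and 39 without Str-3, so that neither direction can be said to outweigh the other at that threshold. Simulated groups with no difference, with each gene drawn on its own, gave 288.7 higher and 301.7 lower genes on average at the paper's thresholds in Rec vs. Ctrl, and 0.05 and 0 at an adjusted p below 0.05. The adjusted total of Str vs. Ctrl was 547, 280 and 115 without Ctrl-1, Ctrl-2 and Ctrl-3 and 438, 612 and 129 without Str-1, Str-2 and Str-3. That of Rec vs. Str was 696, 830 and 247 without Str-1, Str-2 and Str-3 and 479 without Rec-2, and the total of Rec vs. Ctrl at the paper's thresholds was 1203 without Rec-1.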

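Many genes that changed during transport changed back during recovery. Of the 1014 genes that rose or fell in Str vs. Ctrl, 767 changed the opposite way in Rec vs. Str: 386 rose and then fell, and 381 fell and then rose. None changed the same way in both. *fkbp5* stood at 47.4 ± 4.34 FPKM (SD, n = 3) after recovery (log2 fold change -4.45, standard error 0.44, adjusted p = 0.0039 from edgeR in Rec vs. Str). LOC113640663 (guanylate-binding protein 1), an interferon-induced GTPase, fell from 11.1 ± 3.52 FPKM in Ctrl to 1.35 ± 0.154 FPKM in Str and rose to 14.2 ± 5.31 FPKM in Rec (log2 fold changes -2.96 and 3.55). Lists of these sizes drawn independently would share 92.7 genes. At the paper's thresholds, 912 genes were higher and then lower and 1172 lower and then higher, against 42.6 and 99.2 on average in simulated groups with no difference that share the Str libraries. Each gene was drawn on its own in these simulations, so variation that many genes share within a library was not covered. Across the tested genes, the fold changes of Str vs. Ctrl and of Rec vs. Str had a correlation of -0.789 (-0.5 in the simulated groups, whose negative value comes from the shared Str libraries); genes are not independent replicates, so no p is given. Of the 1014 genes, 0 passed edgeR's test in Rec vs. Ctrl, and 79 passed the paper's thresholds there. In simulations, each tested gene kept its observed means in Ctrl and Str and took the Ctrl mean in Rec. There, 132.7 of 1938.8 called genes passed those thresholds. Partial return was not simulated, and more genes were called than in the data, so the simulations cannot show that return was full. The median change of the 1014 genes was 2.07 in size in Str vs. Ctrl. Signed by that direction, it was -1.84 in Rec vs. Str and 0.19 in Rec vs. Ctrl (0.20 under simulated full return). At the paper's thresholds, 1979 genes were shared by Str vs. Ctrl and Rec vs. Str alone, 126 by Str vs. Ctrl and Rec vs. Ctrl alone, 315 by Rec vs. Str and Rec vs. Ctrl alone, and 106 by all 3 comparisons; 747, 1072 and 144 genes were found in only Str vs. Ctrl, Rec vs. Str or Rec vs. Ctrl. The 767 of 1014 became 416 of 547, 248 of 280 and 110 of 115 without Ctrl-1, Ctrl-2 and Ctrl-3, and 321 of 438, 437 of 612 and 102 of 129 without Str-1, Str-2 and Str-3. They were a minority without Rec-2 (361 of 954), with only the 2 groups compared in the fit (465 of 1363) and with array weights (1355 of 2780).

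**Figure D1:**
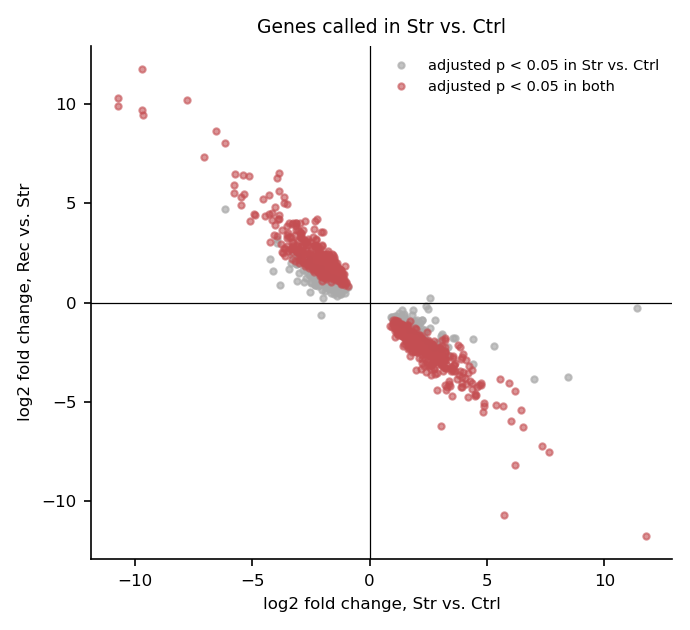
Log2 fold change in Str vs. Ctrl (horizontal axis) against that in Rec vs. Str (vertical axis) for the 1014 genes that passed the test in Str vs. Ctrl; each point is a gene, red where it also passed in Rec vs. Str (767 genes) and grey where it did not. Every red point lies in the upper left or lower right corner, where the changes have opposite signs.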

A Venn diagram shows the number of DEGs in each comparison (Figure 3E).

#### 3.3.3. GO and KEGG Enrichment Analyses of DEGs

The DEGs were grouped into molecular function (MF), cellular component (CC), and biological process (BP) categories in the GO enrichment analysis (Figure 4A). In the Ctrl vs. Str vs. Rec comparison, the MF subcategories most enriched with DEGs were oxidoreductase activity, chemokine activity, and interleukin-1 receptor binding; the CC subcategories most enriched with DEGs were extracellular space, extracellular region, and the external side of the plasma membrane; and the BP subcategories most enriched with DEGs were oxidation-reduction process, immune response, and metabolic process. 

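Across Ctrl, Str and Rec, genes of secreted proteins, of redox enzymes and of the immune response differed more often than other genes. In the term extracellular region, 122 of 304 genes differed (with 64.6 by chance, adjusted p = 1.1e-10), and in extracellular space, 115 of 301 genes (with 64 by chance, adjusted p = 9.15e-09). For oxidoreductase activity it was 135 of 362 genes (with 77 by chance, adjusted p = 1.73e-09), and for immune response 67 of 170 genes (with 36.1 by chance, adjusted p = 2.37e-05). The counts for oxidation-reduction process and metabolic process, which overlap with oxidoreductase activity, were 142 of 423, adjusted p = 1.31e-06, and 106 of 295, adjusted p = 2.06e-06. Smaller terms were the external side of the plasma membrane (24 of 50, adjusted p = 0.00557), chemokine activity (19 of 41, adjusted p = 0.0278) and interleukin-1 receptor binding, where 5 of 6 genes differed and the term did not pass (adjusted p = 0.105). A gene counted here where the 3-group F-test of edgeR gave an unadjusted p below 0.05 and any comparison an absolute log2 fold change of at least 1, which held for 3566 genes. Each term was tested with a one-sided Fisher's exact test against the tested genes with a GO term, over 2840 terms of 5 to 500 genes. With genes called at an adjusted p below 0.05, 6 terms passed in place of 39.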

In the Str vs. Ctrl comparison, the MF subcategories most enriched with DEGs were chemokine activity, tumor necrosis factor receptor binding, and immunoglobulin receptor binding; those in the CC category were extracellular space, the external side of the plasma membrane, and blood microparticle; and those in the BP category were defense response to bacterium, inflammatory response, and immune response. 

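Genes of antibacterial defence and of immune cell surfaces that passed the paper's thresholds were mostly lower after transport. In defense response to bacterium, 32 of 54 genes passed (with 9.2 by chance, adjusted p = 5.44e-09), and 25 of the 32 were lower in Str. For immune response it was 64 of 170 genes (with 29.1 by chance, adjusted p = 5.29e-08), with 50 lower, and for inflammatory response 38 of 114, adjusted p = 0.0022, with 25 lower. Tumor necrosis factor receptor binding (12 of 13, adjusted p = 1.38e-06, with 11 lower) and chemokine activity (19 of 41, adjusted p = 0.00165) also passed, and the chemokine term had 4 higher and 15 lower genes. Secreted and surface proteins were found in extracellular space (107 of 301, adjusted p = 1.75e-11, with 63 lower), the external side of the plasma membrane (29 of 50, adjusted p = 4.65e-08, with 28 lower) and blood microparticle (25 of 42, adjusted p = 2.75e-07, with 23 lower). Of 29 B and plasma cell markers, 2 rose, 2 fell and 25 did not pass (3 rose and 4 fell when adjusted over the list alone), with a median log2 fold change of -0.56 (camera adjusted p = 0.421). One of the 2 that rose, LOC113640764 merged with LOC113640761, is described first as CMRF35-like molecule 6, of a family found on myeloid cells, and need not mark B cells. By library left out, the number that rose was 1 without Str-3, Ctrl-1, Ctrl-2 or Ctrl-3, and the number that fell was 0 without Str-1, Str-2, Str-3, Ctrl-2 or Ctrl-3 and 1 without Ctrl-1. Genes counted in the terms passed the paper's thresholds and were tested with one-sided Fisher's exact tests. Immunoglobulin receptor binding (20 of 30, adjusted p = 5.86e-07) did not pass without Ctrl-3 (adjusted p = 0.0662), and the other terms passed without each library. With genes called at an adjusted p below 0.05, 12 GO terms passed in place of 47, and immunoglobulin receptor binding (adjusted p = 0.0601), tumor necrosis factor receptor binding (adjusted p = 0.0864) and inflammatory response (adjusted p = 0.266) did not.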

In the Rec vs. Str comparison, the MF subcategories most enriched with DEGs were oxidoreductase activity, acting on the aldehyde or oxo group of donors, NAD or NADP as acceptor, and aldehyde dehydrogenase (NAD) activity; those in the CC category were extracellular region, chylomicron, and MCM complex; and those in the BP category were metabolic process, oxidation-reduction process, and mitotic chromosome condensation. 

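Genes of DNA replication and mitosis were higher in Rec than in Str as a group. Of 38 genes of this list, 24 rose, 0 fell and 14 did not pass (33 rose and 0 fell when adjusted over the list alone), with a median log2 fold change of 3.09 (camera adjusted p = 2.53e-19, adjusted p = 0.151 with an estimated correlation). *cdk1*, the kinase that drives cells into mitosis, went from 0.797 ± 0.165 FPKM in Str to 13.1 ± 8.18 FPKM in Rec (SD, n = 3 each; log2 fold change 4.21, standard error 0.60, adjusted p = 0.00821 from edgeR), and LOC113663688 (replication licensing factor MCM6) and *top2a*, a DNA topoisomerase, had log2 fold changes of 4.11 and 3.58. During transport, in Str vs. Ctrl, 3 genes of the list fell and 0 rose (13 fell when adjusted over the list alone), with a median of -1.53 (camera adjusted p = 2.25e-09, adjusted p = 0.277 with an estimated correlation). Redox and metabolic enzymes made up the largest terms: oxidoreductase activity (133 of 362, adjusted p = 1.07e-09), oxidation-reduction process (146 of 423, adjusted p = 1e-08) and metabolic process (102 of 295, adjusted p = 6.77e-06). Of the genes in the first of these, 109 were higher and 24 lower in Rec. Extracellular region (112 of 304, adjusted p = 2.16e-08) and chylomicron, the particles in which enterocytes export fat (6 of 7, adjusted p = 0.0432), passed as well. The term for oxidoreductases of aldehyde or oxo groups held 12 of 17, adjusted p = 0.0039. The MCM complex, the helicase of replication, had 6 of 9 genes and did not pass (adjusted p = 0.168). Single libraries changed the counts: the number that rose was 9 without Rec-2, 8 without Str-1, 14 without Str-2 and 3 without Str-3; on log2(FPKM + 1) the median was 1.51 with limma and 1.52 with quantile normalization. Leaving out single libraries, in Str vs. Ctrl the number that fell was 0 without Str-1, Str-3, Ctrl-2 or Ctrl-3 and 1 without Str-2; on log2(FPKM + 1) the median was -0.76 with limma and -0.61 with quantile normalization. Aldehyde dehydrogenase (NAD) activity (9 of 11, adjusted p = 0.00506) did not pass without Str-3 (adjusted p = 0.0767), nor mitotic chromosome condensation (6 of 7, adjusted p = 0.0432) without Rec-1 (adjusted p = 0.054); all terms were tested with one-sided Fisher's exact tests of genes at the paper's thresholds. With genes called at an adjusted p below 0.05, 17 GO terms passed in place of 29, and chylomicron and mitotic chromosome condensation (adjusted p = 0.186 for each) did not.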

In the Rec vs. Ctrl comparison, the MF subcategories most enriched with DEGs were complement component C1q binding, virion binding, and peptidase inhibitor activity; those in the CC category were condensed chromosome outer kinetochore, blood microparticle, and intermediate filament; and those in the BP category were cholesterol metabolic process, the positive regulation of nitric oxide biosynthetic process, and the negative regulation of exo-alpha-sialidase activity.

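Among the genes at the paper's thresholds in Rec vs. Ctrl, none of which passed edgeR's adjusted test, genes of secreted proteins and of sterol synthesis were more frequent than by chance. In extracellular region, 35 of 304 genes were counted (with 12.1 by chance, adjusted p = 4.38e-05), and in blood microparticle, which holds plasma proteins, 12 of 42 genes (with 1.7 by chance, adjusted p = 7.3e-05). Cholesterol biosynthetic process had 5 of 6, adjusted p = 0.0005, and oxidoreductase activity 35 of 362, adjusted p = 0.000635. Peptidase inhibitor activity (4 of 17, adjusted p = 0.14), intermediate filament (6 of 30, adjusted p = 0.0637), cholesterol metabolic process (4 of 17, adjusted p = 0.14) and condensed chromosome outer kinetochore (2 of 5, adjusted p = 0.32) did not pass. The genes counted passed the paper's thresholds, and the terms were tested with one-sided Fisher's exact tests. With no gene called at an adjusted p, no term could be tested with those calls. At the paper's thresholds, 41 of 2840 terms passed, and 7 (without Rec-2) to 55 (without Rec-1) with 1 library left out. The terms named above as more frequent were each lost without at least 1 library. The adjusted p of extracellular region was 0.208 without Ctrl-3 and 0.469 without Rec-2. That of blood microparticle was 0.302 without Ctrl-2, 0.119 without Rec-1 and 0.231 without Rec-2. For cholesterol biosynthetic process it was 0.119 without Ctrl-1 and 0.133 without Rec-2, and for oxidoreductase activity 0.824 without Rec-3.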

We conducted a KEGG pathway enrichment analysis for the DEGs in the Ctrl vs. Str vs. Rec comparisons. The results revealed that the transport treatments mainly affected the immune and metabolic pathways (Figure 4B). The Toll-like receptor signaling pathway (TLRs), peroxisome proliferator-activated receptor (PPAR) signaling pathway, and steroid biosynthesis pathway were enriched with DEGs in the Ctrl vs. Str vs. Rec comparisons. In addition, 52, 45, and 12 signaling pathways were enriched with DEGs in the Str vs. Ctrl, Rec vs. Str, and Rec vs. Ctrl comparisons, respectively. 

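Across the 3 groups, 51 of 119 genes of the PPAR signaling pathway differed, with 27.7 by chance (one-sided Fisher's exact test, adjusted p = 0.00035). PPARs are nuclear receptors that switch on genes of fatty acid transport and oxidation. Steroid biosynthesis had 12 of 19 genes (with 4.4 by chance, adjusted p = 0.00518). The Toll-like receptor signaling pathway held 45 of 142 genes and did not pass (adjusted p = 0.0923). Cytokine-cytokine receptor interaction, a pathway of immune signals that shares genes with it, had 85 of 237 genes (with 55.1 by chance, adjusted p = 0.00042). Xenobiotic metabolism by cytochrome P450 (22 of 37, adjusted p = 0.00035) and glutathione metabolism (27 of 54, adjusted p = 0.000659) were enriched as well. These tests covered 293 pathways of 5 to 500 genes and the genes that differed by the 3-group F-test. With genes called at an adjusted p below 0.05, a single pathway passed in place of 30. PPAR signaling (adjusted p = 0.101), steroid biosynthesis (adjusted p = 0.409) and cytokine-cytokine receptor interaction (adjusted p = 0.396) did not pass with those calls.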

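In Str vs. Ctrl, 26 pathways were enriched among the lower genes and 1 among the higher genes. The latter was ribosome biogenesis, the assembly of ribosomes (32 of 126, adjusted p = 2.08e-07). For Rec vs. Str it was the reverse, with 43 pathways among the higher genes and 4 among the lower. In Rec vs. Ctrl, 20 were enriched among the higher and 18 among the lower genes. Taking both directions at once, 19, 35 and 26 of 293 pathways were enriched in Str vs. Ctrl, Rec vs. Str and Rec vs. Ctrl at an adjusted p below 0.05 (one-sided Fisher's exact test, genes at the paper's thresholds). With genes called at an adjusted p below 0.05 by edgeR, the numbers were 6, 10 and 0, since no gene was called in the last comparison. The 19 pathways became 8 without Str-2, and the 35 became 20 without Str-1. In Rec vs. Ctrl there were 1 without Rec-3, 3 without Ctrl-3, 4 without Ctrl-2 and 10 without Rec-2.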

The pathways most significantly enriched with DEGs in Str vs. Ctrl were immune-related signaling pathways such as the cytokine–cytokine receptor interaction and the TLRs signaling pathway. 

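Markers of T and natural killer (NK) cells were lower after transport. Of 28 such markers, 0 rose, 12 fell and 16 did not pass (0 rose and 19 fell when adjusted over the list alone), with a median log2 fold change of -1.91 (camera adjusted p = 6.84e-13, adjusted p = 0.155 with an estimated correlation). LOC113642376 (T-cell surface glycoprotein CD5) fell from 8.62 ± 4.41 FPKM to 0.598 ± 0.282 FPKM (SD, n = 3 each; log2 fold change -3.75, standard error 0.53, adjusted p = 0.0101 from edgeR), and LOC113636643 (tyrosine-protein kinase Lck), which relays the T cell receptor's signal, fell by 2.76 on the log2 scale. Among 27 macrophage and granulocyte markers, 0 rose, 3 fell and 24 did not pass (0 rose and 7 fell when adjusted over the list alone), with a median of -0.999 (camera adjusted p = 4.26e-06, adjusted p = 0.33 with an estimated correlation). For both lists, the mean was lower in each Str library than in every Ctrl library. Pathways of these cells and their signals were enriched. Cytokine-cytokine receptor interaction had 87 of 237 genes (with 43.9 by chance, adjusted p = 5.38e-09), of which 63 were lower. Natural killer cell mediated cytotoxicity (18 of 29, adjusted p = 3.83e-05), the intestinal network for IgA (24 of 55, adjusted p = 0.0011), T cell receptor signaling (16 of 37, adjusted p = 0.0131) and NF-kappa B signaling (17 of 42, adjusted p = 0.0147) were also enriched by one-sided Fisher's exact tests. The Toll-like receptor signaling pathway had 41 of 142, adjusted p = 0.0268, with 19 higher and 22 lower genes; its adjusted p was 0.139 without Ctrl-3 and 0.339 without Str-2, and 0.318 with genes called at an adjusted p below 0.05. For T and NK cell markers the number that fell was 3 without Str-1, 5 without Str-2, 2 without Str-3 or Ctrl-3 and 4 without Ctrl-2; on log2(FPKM + 1) the median was -1.08 with limma and -0.92 with quantile normalization. For macrophage and granulocyte markers the number that fell was 1 without Str-1 or Ctrl-2 and 0 without Str-2, Str-3 or Ctrl-3.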

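Genes with which enterocytes digest and absorb food were lower in Str as a group, and some rose in recovery. Of 44 genes of enterocyte digestion and absorption, 19 rose, 1 fell and 24 did not pass (29 rose and 1 fell when adjusted over the list alone) in Rec vs. Str, with a median log2 fold change of 1.68 (camera adjusted p = 8.03e-13, adjusted p = 0.0997 with an estimated correlation). *dgat2*, which makes triglycerides, went from 0.383 ± 0.114 FPKM in Str to 31.7 ± 21.9 FPKM in Rec (SD, n = 3 each; log2 fold change 6.55, standard error 0.86, adjusted p = 0.00779 from edgeR). LOC113650341 (2-acylglycerol O-acyltransferase 2), which rebuilds absorbed fat, rose with a log2 fold change of 2.30. Against Ctrl, in Str 6 genes of the list fell and 1 rose (14 and 1 when adjusted over the list alone), with a median of -1.22 (camera adjusted p = 6.82e-07, adjusted p = 0.203 with an estimated correlation). The list's mean was lower in each Str library than in every Ctrl and every Rec library. The KEGG pathway PPAR signaling had 53 of 119 genes (with 26.5 by chance, adjusted p = 6.91e-06), of which 40 were higher in Rec. Protein digestion and absorption (41 of 89, adjusted p = 5.01e-05), carbon metabolism (57 of 141, adjusted p = 6.03e-05), fatty acid degradation (29 of 62, adjusted p = 0.000448) and xenobiotic metabolism by cytochrome P450 (24 of 37, adjusted p = 6.91e-06) were enriched too, by one-sided Fisher's exact tests of genes at the paper's thresholds. Toll-like receptor signaling was not enriched in this comparison (36 of 142, adjusted p = 0.761). Taken without 1 library each, the number that rose was 6 without Rec-2, 7 without Str-1, 10 without Str-2 and 2 without Str-3, and the number that fell was 0 without Rec-2. With 1 library left out, in Str vs. Ctrl the number that rose was 0 without Ctrl-2 or Ctrl-3, and the number that fell was 1 without Str-1, Str-2 or Ctrl-1, 0 without Str-3 or Ctrl-3 and 2 without Ctrl-2.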

In Rec vs. Str, the pathways significantly enriched with DEGs were metabolic signaling pathways such as the PPAR signaling pathway and protein digestion and absorption. Fewer pathways were significantly enriched with DEGs in the Rec vs. Ctrl comparison. Those significantly enriched with DEGs were metabolic signaling pathways such as steroid biosynthesis and the PPAR signaling pathway.

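Enzymes of sterol synthesis and of energy metabolism were more frequent than by chance among the genes at the paper's thresholds in Rec vs. Ctrl, where no gene passed edgeR's adjusted test. In steroid biosynthesis, 9 of 19 genes were counted (with 0.8 by chance, adjusted p = 5.66e-06), and 9 of the 9 were higher in Rec. PPAR signaling had 17 of 119 genes (with 5.3 by chance, adjusted p = 0.000592), with 14 higher genes. Carbon metabolism (20 of 141, adjusted p = 0.000281) and oxidative phosphorylation, the respiratory chain of mitochondria (19 of 131, adjusted p = 0.000282), were enriched as well. The pathway with the smallest p was Staphylococcus aureus infection (12 of 35, adjusted p = 4.9e-06), of which 11 were lower in Rec. Genes at the paper's thresholds were tested with one-sided Fisher's exact tests. The adjusted p of steroid biosynthesis was 0.342 without Ctrl-2 and 0.536 without Rec-3, and that of PPAR signaling 0.537 without Rec-3. For carbon metabolism it was 0.128 without Ctrl-2, 0.219 without Ctrl-3 and 0.536 without Rec-3, for oxidative phosphorylation 1 without Ctrl-2, 1 without Ctrl-3, 0.165 without Rec-2 and 1 without Rec-3, and for Staphylococcus aureus infection 0.0838 without Ctrl-3.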

#### 3.3.4. Expression Patterns of DEGs Involved in TLRs Signaling, PPAR Signaling, and Steroid Biosynthesis Pathways under Transport Stress

Nine DEGs in the TLRs signaling pathway, PPAR signaling pathway, and steroid biosynthesis pathway were selected for validation of the transcriptome sequencing results by a qRT-PCR. The transcriptome sequencing results are shown in Table S2.

The five selected DEGs in the TLRs signaling pathway were *tlr5* (encoding toll-like receptor 5); *il-1β* (encoding interleukin 1 beta); *syngr3* (encoding synaptogyrin3); *tlr9* (encoding toll-like receptor 9); and *tlr13* (encoding toll-like receptor 13). 

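The *il-1β* locus of Table S3 had reads only in the Str libraries, and *tlr13* was lower after transport than in the controls. *il-1β* (LOC113638465), the signal that starts inflammation, had 1.61 ± 1.07 FPKM (SD, n = 3) in Str and a count of 0 in each Ctrl and Rec library. Its level in Str, 2.14 ± 1.49 CPM (counts scaled to library size), was at least 11.4-fold higher than Ctrl and at least 10.4-fold higher than Rec, against a floor of 3 read pairs per library. It lies below the filter on low values. Fitted without the filter, it rose in Str vs. Ctrl (adjusted p = 0.0394 from edgeR) and fell in Rec vs. Str (adjusted p = 0.0331). The former call was lost without each of the 6 libraries in turn (adjusted p 0.0769 without Ctrl-1, 0.0955 without Ctrl-2, 0.105 without Ctrl-3, 0.0806 without Str-1, 0.137 without Str-2 and 0.114 without Str-3), and the latter had an adjusted p of 0.0677 without Str-1, 0.119 without Str-2, 0.0978 without Str-3 and 0.0712 without Rec-2. The *tlr5* transcript of Table S3, LOC113635777, which lies from 1322515 to 1328189 on its scaffold, had 0.457 ± 0.225 FPKM in Ctrl, 0.779 ± 0.0256 FPKM in Str and 0.178 ± 0.232 FPKM in Rec. Its neighbour LOC113635787, from 1336006 to 1339397 and also annotated as *tlr5*, had 0.0301 ± 0.0278, 0.689 ± 0.499 and 0.0497 ± 0.0279 FPKM and was chosen after its values were seen. Both lie below the filter, and without it the log2 fold changes in Str vs. Ctrl were 0.85 (adjusted p = 0.677) and 4.44 (adjusted p = 0.12), and in Rec vs. Str -1.99 (adjusted p = 0.266) and -3.63 (adjusted p = 0.151). *syngr3* (LOC113640350), a protein of synaptic vesicles, had 1.27 ± 0.36 FPKM, 2.95 ± 1.13 FPKM and 0.607 ± 0.262 FPKM in the same order. It fell in Rec vs. Str (log2 fold change -2.17, standard error 0.45, adjusted p = 0.0237; adjusted p 0.076 without Rec-2, 0.0503 without Str-2 and 0.0979 without Str-3) and did not pass in Str vs. Ctrl (log2 fold change 1.28, adjusted p = 0.121). *tlr13* (LOC113643537, annotated as TLR21 in the table) had 3.39 ± 2.03 FPKM, 0.517 ± 0.275 FPKM and 2.24 ± 0.967 FPKM. It fell in Str vs. Ctrl (log2 fold change -2.59, standard error 0.62, adjusted p = 0.042; adjusted p 0.124 without Ctrl-2, 0.126 without Ctrl-3, 0.0748 without Str-1, 0.0917 without Str-2 and 0.134 without Str-3), a call that limma and quantile normalization did not make, and its change in Rec vs. Str did not pass (log2 fold change 2.20, adjusted p = 0.0544). *tlr9* (LOC113656076), a sensor of bacterial DNA, had 3.19 ± 2.37 FPKM, 0.14 ± 0.0138 FPKM and 1.6 ± 2.51 FPKM and did not pass in Str vs. Ctrl (log2 fold change -4.35, adjusted p = 0.0915) or in Rec vs. Str (log2 fold change 3.48, adjusted p = 0.124). For each gene except *tlr9* the Str libraries lay wholly above or below those of the other two groups, which gives the smallest p that an exact two-sided permutation test of 3 against 3 libraries allows, 0.1.

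**Figure D2:**
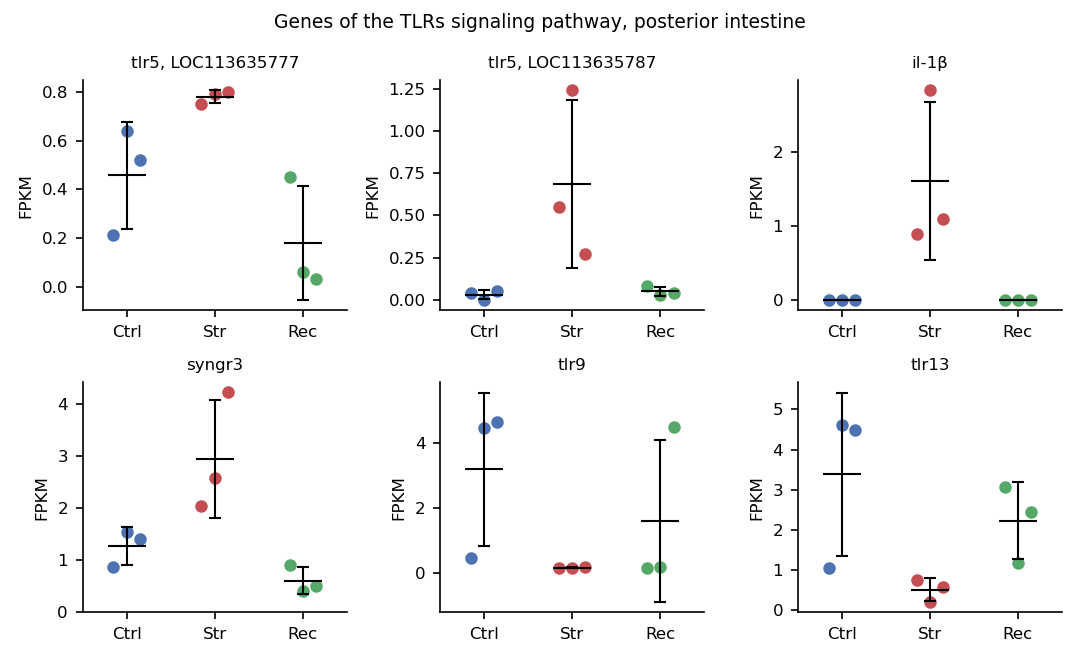
FPKM (vertical axis) of 6 loci in the Ctrl, Str and Rec libraries: both loci annotated as tlr5, il-1β, syngr3, tlr9 and tlr13. Points are libraries, dashes are means and bars are the SD of 3 libraries; il-1β has a count of 0 in each Ctrl and Rec library, and 1 Rec library of tlr9 stands at 4.49 FPKM beside 0.14 and 0.16 FPKM.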

The four DEGs in the PPARs signaling pathway and steroid biosynthesis pathway were *dhcr24* (encoding 3β-hydroxysterol-Δ24-reductase); *dhcr7* (encoding 7-dehydrocholesterol reductase); *fabp2* (encoding fatty acid-binding protein, intestinal); and *plin2* (encoding perilipin-2). 

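Of the lipid genes, *fabp2* and *dhcr7* rose in recovery and *plin2* fell. *fabp2*, a fatty acid carrier of enterocytes, had 515 ± 230 FPKM in Ctrl, 134 ± 56.1 FPKM in Str and 1620 ± 753 FPKM in Rec (SD, n = 3 each). It rose in Rec vs. Str (log2 fold change 3.68, standard error 0.55, adjusted p = 0.0091 from edgeR) and did not pass in Str vs. Ctrl (log2 fold change -1.94, adjusted p = 0.0596), where it did pass with the stricter filter of a mean FPKM of at least 5, with array weights and in DESeq2, each with a lower level in Str. *dhcr7*, the enzyme of the last step of cholesterol synthesis, had 36.5 ± 3.82 FPKM, 20.8 ± 3.71 FPKM and 119 ± 75.1 FPKM. It rose in Rec vs. Str (log2 fold change 2.57, standard error 0.38, adjusted p = 0.00885), and its lower level in Str than in Ctrl did not pass (log2 fold change -0.76, adjusted p = 0.251). *plin2*, which coats lipid droplets, had 34.4 ± 10.3 FPKM, 47.2 ± 26 FPKM and 9.94 ± 4.03 FPKM. It fell in Rec vs. Str (log2 fold change -2.17, standard error 0.45, adjusted p = 0.0228) and did not pass in Str vs. Ctrl (log2 fold change 0.55, adjusted p = 0.504). Against Ctrl, in Rec none of the 3 genes passed in edgeR, with log2 fold changes of 1.74, 1.81 and -1.63, while DESeq2 called *fabp2* and *dhcr7*. The Str and Rec libraries did not overlap for *fabp2*, *dhcr7* or *plin2*. The adjusted p of *fabp2* was 0.05 without Str-3, and that of *plin2* 0.051 without Rec-1, 0.0764 without Rec-2 and 0.0633 without Str-3.

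**Figure D3:**
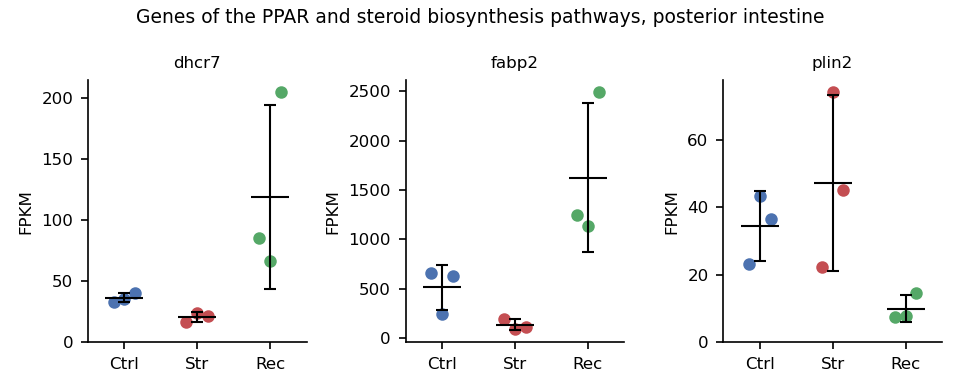
FPKM (vertical axis) of dhcr7, fabp2 and plin2 in the Ctrl, Str and Rec libraries. Points are libraries, dashes are means and bars are the SD of 3 libraries; the mean of fabp2 is lowest in Str (134 FPKM) and highest in Rec (1620 FPKM).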

The primer sequences for these nine genes are listed in Table S3. The results of the qRT-PCR analyses confirmed that, compared with the Ctrl group, the Str group showed increased transcript levels of *tlr5*, *il-1β*, and *syngr3*, and decreased transcript levels of *tlr9* and *tlr13*. Compared with the Str group, the Rec group showed decreased transcript levels of *tlr5*, *il-1β*, and *syngr3*, and increased transcript levels of *tlr9* and *tlr13*. The transcript levels of *dhcr24*, *dhcr7*, and *plin2* were not significantly different between the Str and Ctrl groups. The transcript levels of *dhcr24* and *dhcr7* were significantly higher, and that of *plin2* was significantly lower in the Rec group than in the Str and Ctrl groups. The *fabp2* transcript level was significantly lower in the Str group than in the Ctrl group and was significantly higher in the Rec group than in the Str and Ctrl groups (Figure 5).

### 3.4. Intestinal Microbial Composition

As shown in Figure S1, the ends of the rarefaction curves were flattened, so we concluded that the sequencing data were suitable for further analyses. In terms of alpha diversity, the observed species index (Figure 6A) and Chao1 index (Figure 6B) were slightly lower in the Str group than in the Ctrl group. Shannon’s index (Figure 6C) and Simpson’s index (Figure 6D) were significantly lower in the Str group than in the Ctrl group. For the Rec group, Shannon’s index, and Simpson’s index were similar to their respective values in the Ctrl group, and the observed species index and Chao1 index were significantly higher than in the Ctrl group.

To explore the effects of transport stress on beta diversity, we conducted a PCoA to explore the relationships among samples based on intestinal microbial community structure. The bacterial community showed clear differences at the phylum and genus levels among the Ctrl, Str, and Rec groups. The dominant phyla in the intestinal samples of these three groups were Fusobacteria, Firmicutes, Bacteroidetes, and Proteobacteria (Figure 6E). Compared with the Ctrl group, the Str group showed an increased relative abundance of Fusobacteria and a decreased relative abundance of Bacteroides (Figure 6E(a,b). The relative abundance of Firmicutes and Proteobacteria was not significantly different among the three groups (Figure 6E(c,d). The ratio of Bacteroides/Firmicutes was significantly lower in the Str and Rec groups than in the Ctrl group.

The abundance of bacterial taxa was compared among the Ctrl, Str, and Rec groups by a LEfSe analysis (Figure S2). At the genus level (Figure 7A), bacteria with high relative abundance such as *Cetobacterium*, *Barnesiellaceae*, *Chryseobacterium*, *Acinetobacter*, and *Akkermansia* differed among the three groups (Figure 7B). The abundance of *Cetobacterium* was higher in the Str group than in the Ctrl group, but similar between the Rec and Ctrl groups (Figure 7B(a)). The abundance of *Barnesiellaceae* was slightly lower in the Str group than in the Ctrl group, and markedly lower in the Rec group than in the Ctrl group (Figure 7B(b)). The abundance of *Chryseobacterium* and Acinetobacter was not significantly different between the Str and Ctrl groups but was significantly higher in the Rec group than in the Str group (Figure 7B(c,d)). *Akkermansia* showed significantly decreased abundance in the Str and Rec groups compared with the Ctrl group (Figure 7B(e)).

As shown in Figure 8A, the Str group had the fewest OTUs and the Rec group had the largest number of exclusive functional OTUs. At KEGG level 2 (Figure 8B), the most enriched categories of intestinal microbial function in the Ctrl, Str, and Rec groups were “membrane transport”, “carbohydrate metabolism”, “amino acid metabolism”, “replication and repair”, and “translation”.

### 3.5. Relationships between Intestinal Microbiota and DEGs under Transport Stress

We conducted correlation analyses to detect relationships between intestinal microbes at the genus level and DEGs related to immunity and metabolism. We found that *Firmicutes-unclassified* and *Rombouisia* were positively correlated with cathepsin K isoform X1, C-C motif chemokine 3-like, interleukin-12 subunit beta, *tlr9*, and carnitine palmitoyltransferase 1A-2. *Rombouisia* was positively correlated with *tlr13*, mitochondrial uncoupling protein 2, *il-1β*, polyubiquitin-like, 14-alpha demethylase, and bile salt-activated lipase. *Flavobacterium* was positively correlated with 1,25-dihydroxyvitamin D (3) 24-hydroxylase, *tlr5*, collagenase 3-like, mitochondrial uncoupling protein 2, and *il-1β*; and negatively correlated with chemokine, *tlr13*, *tlr9*, protein yippee-like 3, interleukin-12 subunit beta, C-C motif chemokine 3-like, and cathepsin K isoform X1. *Epulopiscium* was positively correlated with synaptogyrin-3 and negatively correlated with *fabp2*, *dhcr7*, *fabp6*, bile salt-activated lipase, 3-ketoacyl-CoA thiolase, peroxisome, emopamil-binding protein-like, and acyl-CoA-binding protein. The *fads2* gene was negatively correlated with *Bacteroidetes*-unclassified, *Dysgonomonadaceae*-unclassified, *Bacteroides*, *Rikenellaceae*-unclassified, and *Barnesiellaceae*-unclassified; and positively correlated with *Enhydrobacter*, *Kurthia*, *Plesiomonas*, *Staphylococcus*, *Pseudomonas*, and *Acinetobacter*. The gene encoding interleukin-12 subunit beta was negatively correlated with *Edwardsiella*, *Enhydrobacter*, and *Flavobacterium* and positively correlated with *Firmicutes*-unclassified, *Rombouisia*, and *Turicibacter*. The gene-encoding chemokine was negatively correlated with *Flavobacterium* and positively correlated with *Clostridium-sensu-stricto*, *Firmicutes*-unclassified, *Rombouisia*, and *Turcibacter* (Figure 9).

## 4. Discussion

Transport stress can disrupt the normal physiological functions of fish, and this can cause huge economic losses [5]. In this study, the effects of transport stress on the antioxidant, immune, and metabolic function of hybrid yellow catfish were investigated through comprehensive analyses of the hybrid yellow catfish intestine and its microbiota.

### 4.1. Changes in the Intestinal Antioxidant System under Transport Stress

Many studies have reported that transportation stress leads to oxidative stress in fish [27], with an overproduction of ROS and changes to components of the antioxidant system [28]. The T-AOC and the activities of CAT and SOD are indicators of the function of the antioxidant defense system. In addition, MDA, which is a product of lipid peroxidation, is an indicator of the degree of oxidative stress imposed by exogenous stressors [24]. In common carp, 6 h of transport led to oxidative stress, as indicated by enhanced plasma SOD and CAT activities and increased MDA levels [29]. In juvenile rainbow trout, 2 h of transport resulted in enhanced MDA levels and T-AOC in the gills [30]. In our previous study, we detected an increase and then a decrease in SOD activity and T-AOC in the gills of yellow catfish during a 16-h transport treatment [6]. In the present study, we found that the T-AOC, CAT and SOD activities, and the MDA level in the intestine significantly increased with increasing transportation time, but T-AOC and SOD activity significantly decreased by 16 h of transport. These findings suggest that transportation led to oxidative stress, followed by the consumption of antioxidant substances and/or impairment of the antioxidant system, ultimately resulting in decreased antioxidant capacity at 16 h of transport, similar to the findings of our previous study [5]. The oxidative stress induced by transportation may result in mitochondrial dysfunction, because ROS are mainly formed by the mitochondrial electron transport chain in cells [31]. The observed changes in antioxidant enzyme activities and MDA levels revealed that fish experienced oxidative stress during transport, and that the antioxidant system, although activated, failed to fully neutralize free radicals and other pro-oxidants with prolonged transport times [32].

### 4.2. Changes in Mucus Cells in the Intestine under Transport Stress

The mucosal barrier of the intestine is an important line of defense. The mucus cells produce and secrete mucins that lubricate and protect intestinal epithelial cells from damage [33]. It is well established that mucus cells secrete more mucus under stress. Fish are affected by many stressors during transportation, such as increases in total ammonia–nitrogen and nitrite–nitrogen concentrations in the water with prolonged transport times [5]. When treated with un-ionized ammonia (25.81 mg/L), the number of mucus cells in zebrafish (*Danio rerio*) gills first increased and then decreased over the experimental period (24 h, 48 h, and 72 h) [34]. Similarly, there were more mucous cells in the intestine of *Chelon ramada* infected with *Neoechinorhynchus agilis* than in the intestine of uninfected conspecifics [33]. In this study, we found that the number of mucus cells first increased and then decreased during transportation, and the number of type II mucus cells increased gradually with prolonged transport time. In our previous study, we detected a similar trend in the number of skin mucus cells under transport stress [5]. Intestinal microorganisms may indirectly affect the mucus layer by activating host immune cells, or directly affect mucus cell dynamics and the mucus layer by locally releasing bioactive factors [35]. The observed changes in the number of mucus cells and activities of antioxidant enzymes in this study may have resulted from changes in intestinal microbiota that occurred under transport stress. Further studies using mucinous cell and goblet cell models would be useful to clarify the function of different types of mucinous cells and their changes under stress conditions [36].

### 4.3. Transcriptome Analyses Reveal That Transport Stress Affects Intestinal Immune and Metabolic Function

Disturbances in the redox state of cells can activate the immune system. The TLRs are evolutionarily conserved pattern recognition receptors that are involved in altering the innate immune system under stress, and are activated by the damage-associated molecular pattern molecules released under oxidative stress [37,38,39]. Among them, TLR5, TLR9, and TLR13 are important immune sensors. 

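Of 18 loci annotated as Toll-like receptor (TLR) genes, which encode sensors of microbial molecules, 7 were high enough to be tested, and 2 of these fell after transport. In Str vs. Ctrl 6 of them lay below 0 and 1 above, with a median log2 fold change of -1.60; no test of these 7 as a set was run. LOC113642084 (*tlr8*), a sensor of RNA, fell from 2.4 ± 0.996 FPKM in Ctrl to 0.74 ± 0.0409 FPKM in Str (SD, n = 3 each; log2 fold change -1.60, adjusted p = 0.0258 from edgeR). The other that passed was LOC113643537, annotated as TLR21. LOC113659204 (*tlr1*) and *tlr2*, sensors of bacterial lipoproteins, did not pass (log2 fold change -2.22, adjusted p = 0.0717, and log2 fold change -1.30, adjusted p = 0.0914), nor did *tlr3* (log2 fold change 0.47, adjusted p = 0.635) and LOC113646934 (*tlr22*; log2 fold change -0.21, adjusted p = 0.873). At the paper's thresholds, 0 of the 7 were higher and 5 lower. Both *tlr5* loci, *tlr4*, *tlr7*, *tlr18* and *tlr26* loci lay below the filter, and none of the 11 passed in a fit without it. During recovery *tlr8* rose in Rec vs. Str (log2 fold change 1.30, adjusted p = 0.0405) and the median of the 7 genes was 1.13. The adjusted p of *tlr8* was 0.0834 without Ctrl-2, 0.104 without Ctrl-3, 0.0786 without Str-1, 0.067 without Str-2 and 0.0918 without Str-3 in Str vs. Ctrl, and 0.102 without Str-1, 0.0966 without Str-2, 0.118 without Str-3, 0.0559 without Rec-1, 0.0934 without Rec-2 and 0.0685 without Rec-3 in Rec vs. Str.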

Analyses of gene transcription profiles indicated that *TLR5* was the only TLR gene involved in activating the downstream immune response during transportation. Il-1β is a key proinflammatory cytokine in the downstream immune response. A previous study showed that elevated levels of *il-1β* can greatly enhance the intensity of the inflammatory response [40]. We found that the transcript levels of *tlr5* and *il-1β* were higher in the Str group than in the Ctrl group, suggesting that transportation may enhance the innate immune response through activating *tlr5*, and then an inflammatory response may be initiated by increased transcript levels of *il-1β* in the TLRs signaling pathway. It has been reported that TLR5 plays an integral role in regulating the homeostasis of the intestinal microbiota. 

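Cytokine and chemokine genes, the signals that call immune cells into a tissue, were lower in Str as a group. Of 37 genes of this list, 0 rose, 12 fell and 25 did not pass (5 rose and 20 fell when adjusted over the list alone), with a median log2 fold change of -1.46 (camera adjusted p = 2.08e-07, adjusted p = 0.0442 with an estimated correlation). The mean of the list was lower in each Str library than in every Ctrl library. Markers of T and NK cells (median -1.91, camera adjusted p = 6.84e-13, adjusted p = 0.155 with an estimated correlation) and of macrophages and granulocytes (camera adjusted p = 4.26e-06, adjusted p = 0.33 with an estimated correlation) were lower in Str too, so fewer immune cells in the tissue and lower expression in each cannot be told apart. Neither this list nor that of TLR signaling holds 5 tested loci whose product the table writes as il-1 beta. LOC113635102 (log2 fold change 2.60, adjusted p = 0.0478 from edgeR) and LOC113638324 (log2 fold change 2.48, adjusted p = 0.0397) rose in Str vs. Ctrl, calls with an adjusted p of 0.0863 without Ctrl-1, 0.15 without Ctrl-2, 0.151 without Ctrl-3, 0.13 without Str-2 and 0.0852 without Str-3 and of 0.0778 without Ctrl-1, 0.131 without Ctrl-2, 0.127 without Ctrl-3, 0.122 without Str-2 and 0.122 without Str-3, while LOC113635105, LOC113635103 and LOC113638463 did not pass (log2 fold changes 2.06, 2.37 and 1.76). With these 5 loci added, an alternative chosen after the values were seen, 2 of 42 genes rose and 12 fell, with a median of -1.20 (camera adjusted p = 0.000312, adjusted p = 0.193 with an estimated correlation) for cytokines and chemokines, and 3 of 64 genes rose and 9 fell, with a median of -0.24 (camera adjusted p = 0.244, adjusted p = 0.536 with an estimated correlation) for TLR signaling. Of the C-C motif chemokine 3 loci that fell, LOC113638210 and LOC113663541, the former stood at 82 ± 62.6 FPKM in Ctrl and 2.57 ± 0.4 FPKM in Str (SD, n = 3 each). LOC113647600 (interleukin-12 subunit beta), which steers T cells, fell as well (log2 fold change -3.01, standard error 0.69, adjusted p = 0.0363 from edgeR; adjusted p 0.0816 without Ctrl-1, 0.0839 without Ctrl-2, 0.0974 without Ctrl-3, 0.0698 without Str-1 and 0.0973 without Str-2). Other chemokine 3 loci did not follow: LOC113649477 had a log2 fold change of 2.03 (adjusted p = 0.0862), and LOC113663546 had a mean of 0 FPKM in Ctrl and 4.23 ± 1.61 FPKM in Str (adjusted p = 0.0992). Of 59 genes of TLR signaling, 1 rose, 9 fell and 49 did not pass (5 rose and 13 fell when adjusted over the list alone), with a median of -0.42 (camera adjusted p = 0.0394, adjusted p = 0.155 with an estimated correlation). This list follows a pathway that the study chose on these libraries and is not independent evidence of its direction. The cytokine and chemokine list, which holds genes that the paper names from these libraries, is not fully independent either. LOC113644778 (cathepsin K) fell (log2 fold change -1.46, standard error 0.33, adjusted p = 0.0351; adjusted p 0.0977 without Ctrl-1, 0.107 without Ctrl-2, 0.0686 without Ctrl-3, 0.0922 without Str-1 and 0.126 without Str-3). For cytokines and chemokines the number that fell was 5 without Str-1, 3 without Str-3 or Ctrl-3 and 6 without Ctrl-2; on log2(FPKM + 1) the median was -0.89 with limma and -0.82 with quantile normalization. For TLR signaling the number that rose was 0 without Str-1, Str-3 or Ctrl-3, the number that fell was 3 without Str-1, Str-3 or Ctrl-2, 5 without Str-2 and 2 without Ctrl-3, and camera's adjusted p was 0.106 without Str-1 and 0.0586 without Ctrl-1; on log2(FPKM + 1) the median was -0.26 with limma and -0.22 with quantile normalization (camera adjusted p = 0.0881 with the latter). From the higher *tlr5* and *il-1β* levels in the Str group, the paper proposes that transport may enhance innate immunity by activating *tlr5*. It adds that higher *il-1β* may then start inflammation in this pathway.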

The significant increase in TLR5 under transportation stress may have affected the intestinal microbe community. Despite the importance of *TLR5* in host defenses, the extensive activation of *TLRs* may contribute to inflammatory and autoimmune diseases [41]. Therefore, the decreased transcript levels of *tlr9* and *tlr13* may be a protection measure to enhance the mucosal barrier and attenuate intestinal injury and inflammatory responses under transport stress. 

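Per library, *tlr9* was low in all Str libraries and varied widely in the other groups. It had 0.46, 4.45 and 4.65 FPKM in Ctrl-1, Ctrl-2 and Ctrl-3, 0.14, 0.13 and 0.16 FPKM in Str-1, Str-2 and Str-3, and 0.14, 0.16 and 4.49 FPKM in Rec-1, Rec-2 and Rec-3. In Rec-1 and Rec-2 it therefore stood at the level of the Str libraries. *tlr13* was lower in each Str library (0.75, 0.21 and 0.59 FPKM) than in every Ctrl library (1.05, 4.62 and 4.5 FPKM) and than in every Rec library (3.08, 1.18 and 2.45 FPKM). The log2 ratio of the mean FPKM of Str to that of Ctrl was -4.51 for *tlr9* and -2.71 for *tlr13*; an exact two-sided permutation test gave 0.1 for each, the smallest p that 3 libraries against 3 allow. Genes of the epithelial barrier did not follow a single direction. Of 32 tight junction genes, 0 rose, 1 fell and 31 did not pass (0 rose and 1 fell when adjusted over the list alone) in Str vs. Ctrl, with a median log2 fold change of 0.59 (camera adjusted p = 0.132), and in Rec vs. Str 1 rose, 7 fell and 24 did not pass (1 rose and 9 fell when adjusted over the list alone), with a median of -0.55 (camera adjusted p = 0.000138, adjusted p = 0.315 with an estimated correlation). LOC113653224 (claudin-4), a seal between epithelial cells, fell in Rec vs. Str (log2 fold change -3.56, standard error 0.60, adjusted p = 0.0129 from edgeR). By library left out, in Str vs. Ctrl the number that fell was 0 without Str-2, Str-3, Ctrl-1, Ctrl-2 or Ctrl-3, and camera's adjusted p was 0.0373 without Str-1. Single libraries changed the counts: in Rec vs. Str the number that rose was 0 without Rec-1, Rec-2, Str-2 or Str-3, and the number that fell was 3 without Rec-2, 4 without Rec-3 and 2 without Str-2 or Str-3.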

The inconsistent patterns of *tlr5*, *tlr9*, and *tlr13* transcript accumulation under transport stress were considered to reflect the effectiveness of the innate immune response, with its intricate balance between activation and regulation [42]. In another study, the down-regulation of *syngr3*, which encodes a synaptic vesicle protein, was found to alleviate synaptic dysfunction in mouse and fruit fly primary neurons [43]. In this study, we found that the transcript level of *syngr3* was higher in the Str group than in the Ctrl group—this might be related to synaptic dysfunction caused by transportation stress [44]. 

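Genes of enteroendocrine cells and enteric neurons, cells that hold vesicles of the kind in whose membrane synaptogyrin lies, were higher in Str as a group. Of 25 such genes, 1 rose, 0 fell and 24 did not pass (1 rose and 0 fell when adjusted over the list alone), with a median log2 fold change of 0.82 (camera adjusted p = 0.00591, adjusted p = 0.536 with an estimated correlation). Of the same genes, 0 rose, 3 fell and 22 did not pass (0 rose and 4 fell when adjusted over the list alone) in Rec vs. Str, with a median of -0.87 (camera adjusted p = 0.000343, adjusted p = 0.315 with an estimated correlation). *scg3*, a granule protein of hormone-secreting cells, went from 12.5 ± 2.81 FPKM in Ctrl to 46.1 ± 17.4 FPKM in Str and 10.1 ± 3.25 FPKM in Rec (SD, n = 3 each). It rose in Str vs. Ctrl (log2 fold change 1.96, standard error 0.34, adjusted p = 0.0161 from edgeR; adjusted p 0.0615 without Ctrl-2, 0.0668 without Ctrl-3 and 0.0631 without Str-3) and fell in Rec vs. Str (log2 fold change -2.11, standard error 0.34, adjusted p = 0.012). *syngr3* itself had FPKM of 0.87, 1.55 and 1.4 in the Ctrl libraries and 2.05, 2.58 and 4.22 in the Str libraries, so that each Str library lay above every Ctrl library. Leaving out single libraries, in Str vs. Ctrl the number that rose was 0 without Str-3, Ctrl-2 or Ctrl-3, the median was 0.29 without Str-3, and camera's adjusted p was 0.107 without Str-3; on log2(FPKM + 1) the median was 0.44 with limma and 0.60 with quantile normalization. Taken without 1 library each, in Rec vs. Str the number that fell was 7 without Rec-1 and 1 without Rec-2 or Str-3, and the median was -1.36 without Rec-1 and -0.37 without Str-3.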

In the Rec group, the immune function of hybrid yellow catfish was at least partly restored during the recovery period, as indicated by the lower transcript levels of *tlr5*, *il-1β,* and *syngr3* in the Rec group than in the Str group.

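Some genes of the interferon response, some cytokines and some T cell markers rose in recovery. Of 58 genes of the interferon response, 18 rose, 0 fell and 40 did not pass (26 rose and 1 fell when adjusted over the list alone), with a median log2 fold change of 1.42 (camera adjusted p = 1.95e-11, adjusted p = 0.0997 with an estimated correlation). LOC113646250 (interferon-induced protein 44), a gene switched on by interferon, went from 0.297 ± 0.121 FPKM in Str to 9.88 ± 5.94 FPKM in Rec (SD, n = 3 each; log2 fold change 5.20, standard error 0.76, adjusted p = 0.00861 from edgeR). Among cytokines and chemokines, 10 rose, 1 fell and 26 did not pass (17 rose and 2 fell when adjusted over the list alone), with a median of 1.25 (camera adjusted p = 0.000265, adjusted p = 0.145 with an estimated correlation). With the 5 loci of il-1 beta added, 10 of 42 genes rose and 4 fell, with a median of 1.05 (camera adjusted p = 0.0211, adjusted p = 0.313 with an estimated correlation). The genes that rose include the chemokine 3 loci LOC113638210 and LOC113663541 (log2 fold changes 4.45 and 4.42). Among T and NK cell markers, 6 rose, 0 fell and 22 did not pass (13 rose and 0 fell when adjusted over the list alone), with a median of 1.24 (camera adjusted p = 4.01e-05, adjusted p = 0.315 with an estimated correlation). Macrophage and granulocyte markers had a median of 0.48 (camera adjusted p = 0.0356, adjusted p = 0.607 with an estimated correlation), and 3 rose, 0 fell and 24 did not pass (3 rose and 0 fell when adjusted over the list alone). Of the genes of TLR signaling, a list that the study chose on these libraries and that is not independent evidence, 7 rose, 4 fell and 48 did not pass (9 rose and 6 fell when adjusted over the list alone), with a median of 0.02 (camera adjusted p = 0.593). Against Ctrl, the T and NK cell markers had a median of -0.67 (camera adjusted p = 5.84e-08, adjusted p = 0.209 with an estimated correlation), the TLR list -0.33 (camera adjusted p = 0.00246, adjusted p = 0.165 with an estimated correlation), cytokines and chemokines -0.45 (camera adjusted p = 0.0135, adjusted p = 0.209 with an estimated correlation) and the interferon list 0.21 (camera adjusted p = 0.38), with no member called. For the interferon response the number that rose was 11 without Rec-2 and 7 without Str-3; on log2(FPKM + 1) the median was 0.87 with limma and 0.96 with quantile normalization. For cytokines and chemokines the number that rose was 4 without Rec-2 or Str-1 and 3 without Str-3, and the number that fell was 2 without Rec-1, 0 without Rec-2, Str-1, Str-2 or Str-3 and 3 without Rec-3; on log2(FPKM + 1) the median was 0.49 with limma and 0.54 with quantile normalization. For T and NK cell markers the number that rose was 3 without Rec-2 or Str-2, 2 without Rec-3, 1 without Str-1 and 0 without Str-3; on log2(FPKM + 1) the median was 0.56 with limma and 0.64 with quantile normalization. For macrophage and granulocyte markers the number that rose was 1 without Rec-2 or Rec-3 and 0 without Str-1, Str-2 or Str-3, the number that fell was 1 without Rec-2, the median was 0.28 without Rec-3, and camera's adjusted p was 0.199 without Rec-3, 0.121 without Str-2 and 0.0548 without Str-3; on log2(FPKM + 1) the median was 0.31 with limma and 0.39 with quantile normalization, and with the replicate block camera's adjusted p was 0.0765. For TLR signaling the number that fell was 0 without Rec-2 or Str-3 and 2 without Str-1 or Str-2. For T and NK cell markers in Rec vs. Ctrl, the median was -0.39 without Ctrl-3. For cytokines and chemokines in that comparison, the median was -0.17 without Ctrl-3, and camera's adjusted p was 0.107 without Rec-1 and 0.17 without Ctrl-3. For TLR signaling there, the median was -0.21 without Ctrl-3.

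**Figure D4:**
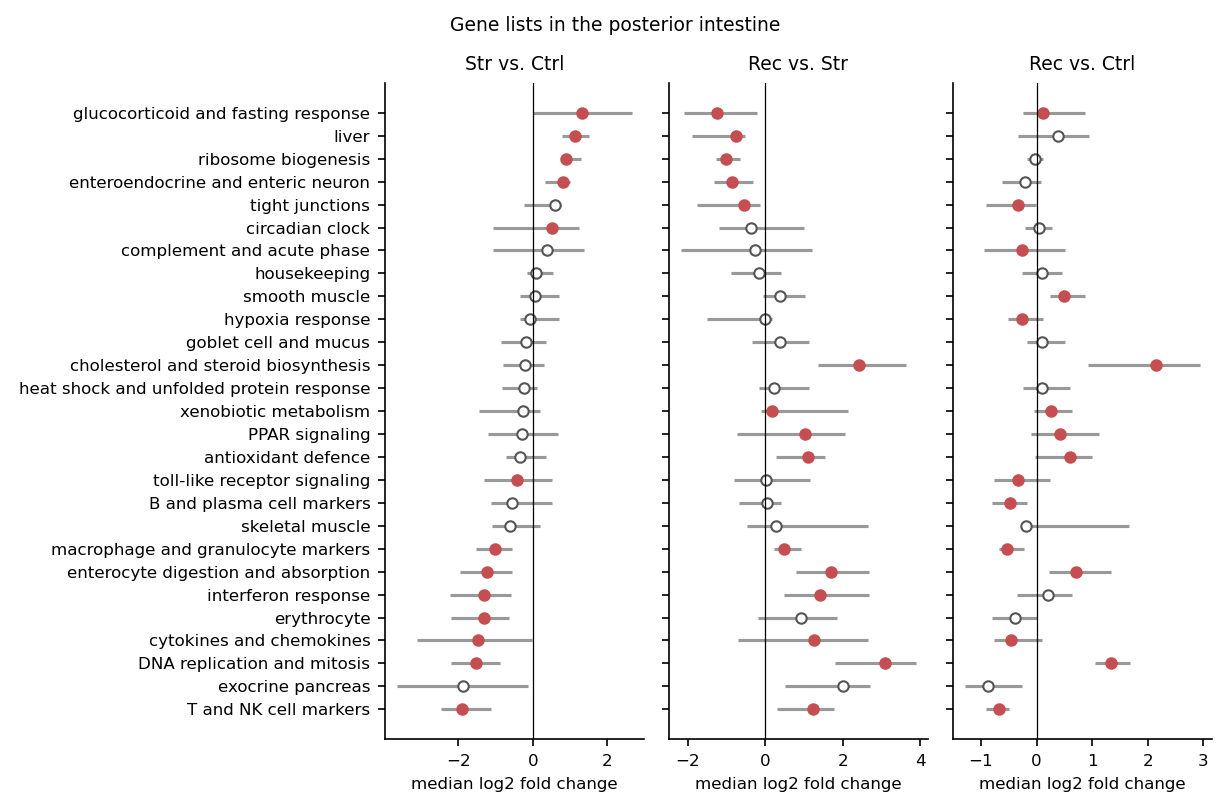
Median log2 fold change (horizontal axis) of 27 gene lists in Str vs. Ctrl, Rec vs. Str and Rec vs. Ctrl, with bars from the lower to the upper quartile of the genes; filled red points passed camera's test at the preset correlation and open points did not. Most lists that lie left of 0 in Str vs. Ctrl, such as T and NK cell markers at -1.91, lie right of 0 in Rec vs. Str.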

Lipid metabolism is involved in metabolic adaptation under oxidative stress and in the maintenance of the structure and function of biological membranes [45]. Steroid biosynthesis and the PPAR signaling pathway are key pathways related to lipid metabolism and storage [46]. In steroid biosynthesis, *DHCR24* encodes the cholesterol biosynthesis enzyme 3 β-hydroxysteroid-∆ 24 reductase [47], and *DHCR7* encodes a 7-dehydrocholesterol reductase that catalyzes the last step of cholesterol synthesis, i.e., the conversion of 7-dehydrocholesterol into cholesterol. Studies have shown that a high expression of *DHCR24* is related to resistance to apoptosis triggered by oxidative stress, and this gene was found to be up-regulated during the acute response to oxidative stress [48]. 

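Genes of antioxidant defence did not pass the test of the group during transport. Of 38 such genes, 0 rose, 2 fell and 36 did not pass (1 rose and 2 fell when adjusted over the list alone) in Str vs. Ctrl, with a median log2 fold change of -0.34 (camera adjusted p = 0.209). The genes that fell were *mgst1* and *gstp1*, glutathione transferases (log2 fold change -2.07, standard error 0.37, adjusted p = 0.0168, and log2 fold change -1.99, standard error 0.41, adjusted p = 0.0263, from edgeR). The adjusted p of *mgst1* was 0.0529 without Ctrl-2, 0.0689 without Ctrl-3 and 0.0686 without Str-3, and that of *gstp1* 0.0782 without Ctrl-1, 0.0707 without Ctrl-2, 0.0661 without Ctrl-3, 0.0615 without Str-1, 0.0608 without Str-2 and 0.108 without Str-3. With 1 library left out, the number that rose was 1 without Str-2, and the number that fell was 1 without Str-1, Str-2 or Ctrl-1 and 0 without Str-3, Ctrl-2 or Ctrl-3.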

In this study, the high transcript levels of *dhcr24* under transport stress may be indicative of increasing resistance to oxidative stress in a cholesterol-dependent manner [49]. At the same time, the expression of DHCR24 could cause cell proliferation, adhesion, and migration [50]. This may be one of the reasons why the number of mucus cells increased in yellow catfish under transport stress. DHCR7, which is regulated by differential alternative splicing and tissue-specific transcription, appears to be unique among enzymes in the post-lanosterol pathway in cholesterol biosynthesis [51]. A previous report revealed that sterol depletion in vivo increased *DHCR7* transcript levels and DHCR7 enzyme activity in rat liver [52]. 

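Genes of cholesterol and steroid biosynthesis were highest in recovery, above all in a single library. Of 25 genes of this list, 0 rose, 1 fell and 24 did not pass (0 rose and 1 fell when adjusted over the list alone) in Str vs. Ctrl, with a median log2 fold change of -0.20 (camera adjusted p = 0.314). The gene that fell was *stard4*, which carries cholesterol inside cells (log2 fold change -1.62, standard error 0.28, adjusted p = 0.0166 from edgeR; adjusted p 0.0682 without Ctrl-3, 0.055 without Str-1 and 0.0734 without Str-3). During recovery, in Rec vs. Str, 5 rose, 0 fell and 20 did not pass (13 rose and 0 fell when adjusted over the list alone), with a median of 2.42 (camera adjusted p = 1.55e-06, adjusted p = 0.364 with an estimated correlation). *stard4* rose from 6.22 ± 0.783 FPKM in Str to 31.6 ± 12.6 FPKM in Rec (SD, n = 3 each; log2 fold change 2.43, standard error 0.29, adjusted p = 0.00717). In Rec vs. Ctrl no gene passed over all genes and 17 rose when adjusted over the list alone, with a median of 2.15 (camera adjusted p = 1.2e-13, adjusted p = 0.209 with an estimated correlation). Relative to the mean of the 9 libraries, the mean of the list was 2.883 in Rec-3 on the log2 scale and at most 0.213 in the other 8. It was -0.099 in Rec-1, below Ctrl-3 at 0.078. In each Str library (-0.762, -0.762 and -0.646) it was lower than in every Ctrl library. Other genes of the pathway that the paper relates to bacteria, such as LOC113634009 (lanosterol 14-alpha demethylase; log2 fold change 4.86, adjusted p = 0.0586 in Rec vs. Str) and *ebpl* (log2 fold change 4.65, adjusted p = 0.0528), did not pass. The list follows a pathway that the study chose on these libraries and is not independent evidence of its direction. By library left out, in Str vs. Ctrl the number that fell was 0 without Str-1, Str-3 or Ctrl-3. Single libraries changed the counts: in Rec vs. Str the number that rose was 10 without Rec-1, 3 without Str-1 or Str-2 and 2 without Str-3, and the median was 0.21 without Rec-3; on log2(FPKM + 1) the median was 1.22 with limma and 1.22 with quantile normalization. Leaving out single libraries, in Rec vs. Ctrl the median was 0.25 without Rec-3; on log2(FPKM + 1) the median was 1.10 with limma and 1.23 with quantile normalization.

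**Figure D5:**
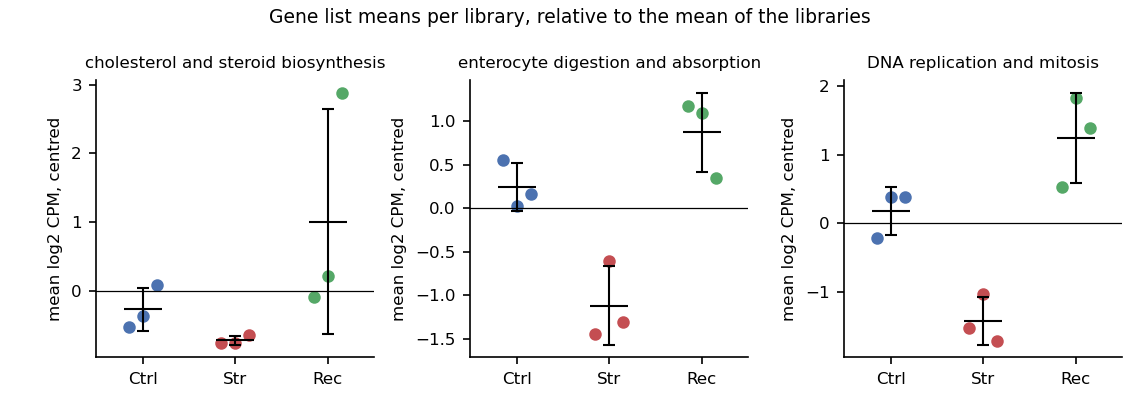
Mean log2 CPM (counts scaled to library size) of the cholesterol, enterocyte and DNA replication lists in each Ctrl, Str and Rec library (vertical axis), centred on the mean of the 9 libraries. Points are libraries, dashes are group means and bars are the SD of 3 libraries; Rec-3 stands at 2.883 for the cholesterol list, while for DNA replication the 3 Str libraries lie below all others.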

In this study, the increased transcript level of *dhcr7* under transport stress may have resulted from sterol depletion in vivo, consistent with our previous findings that total blood cholesterol levels were lower in a 16-h transport group than in a control group [6].

PPARs regulate fatty acid biosynthesis and metabolism at the transcriptomic level through the PPAR signaling pathway. In the PPAR signaling pathway, FABP2 mediates fat absorption by the binding and intracellular trafficking of long-chain free fatty acids [53], and PLIN2 is a lipid droplet-associated protein that facilitates cholesterol storage and prevents efflux in macrophages [54]. Other studies detected a relationship between high FABP2 expression and intestinal cell damage [55], and showed that the silencing of intestinal FABP2 decreased toxic lipid accumulation, the inflammatory response, and vascular fibrosis [56]. Moreover, mechanistic experiments revealed that PLIN2 down-regulation led to enhanced autophagic flux and ameliorated ER stress [57]. In this study, the up-regulation of *fabp2* and down-regulation of *plin2* may reflect an anti-inflammatory response to protect against intestinal injury through regulating fatty acid biosynthesis and metabolism under transport stress. 

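Genes of PPAR signaling were higher as a group in recovery, and the group did not pass the test during transport. Of 62 such genes, 3 rose, 4 fell and 55 did not pass (4 rose and 12 fell when adjusted over the list alone) in Str vs. Ctrl, with a median log2 fold change of -0.28 (camera adjusted p = 0.334). From Str to Rec, 19 rose, 7 fell and 36 did not pass (26 rose and 10 fell when adjusted over the list alone), with a median of 1.01 (camera adjusted p = 0.00245, adjusted p = 0.278 with an estimated correlation). *ucp2*, a mitochondrial uncoupling protein, rose from 47.6 ± 6.54 FPKM in Ctrl to 368 ± 121 FPKM in Str and fell to 63.1 ± 6.88 FPKM in Rec (SD, n = 3 each; log2 fold change 3.02, standard error 0.35, adjusted p = 0.00508 and log2 fold change -2.42, standard error 0.34, adjusted p = 0.00821 from edgeR). LOC113639949 (acyl-CoA desaturase), which makes unsaturated fatty acids, fell in Rec vs. Str (log2 fold change -2.69). *cpt1a*, the gate of fatty acid oxidation, did not pass in Str vs. Ctrl (log2 fold change -1.79, adjusted p = 0.0525) and rose in Rec vs. Str (log2 fold change 1.75, adjusted p = 0.0456), a call lost without each of the 6 libraries in turn (adjusted p 0.05 without Rec-1, 0.059 without Rec-2, 0.0916 without Rec-3, 0.0634 without Str-1, 0.117 without Str-2 and 0.158 without Str-3) and in limma. *acaa1*, an enzyme of the same pathway, rose in Rec vs. Str (log2 fold change 1.56, adjusted p = 0.0182; adjusted p 0.0575 without Rec-2 and 0.0774 without Str-3). By library, *fabp2* had 198.61, 95.5 and 108.89 FPKM in Str, less than in every Ctrl and Rec library, and *plin2* had 7.5, 7.73 and 14.59 FPKM in Rec, less than in every Str library. The list follows a pathway that the study chose on these libraries and is not independent evidence. Taken without 1 library each, in Str vs. Ctrl the number that rose was 1 without Str-1, Str-2, Ctrl-1, Ctrl-2 or Ctrl-3, and the number that fell was 1 without Str-1, Str-3, Ctrl-1 or Ctrl-3 and 2 without Ctrl-2. With 1 library left out, in Rec vs. Str the number that rose was 7 without Rec-2, 9 without Str-1, 8 without Str-2 and 1 without Str-3, and the number that fell was 2 without Rec-2 or Str-3 and 3 without Rec-3, Str-1 or Str-2; on log2(FPKM + 1) the median was 0.48 with limma and 0.40 with quantile normalization.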

In this study, the DEGs in the Rec vs. Str and Rec vs. Ctrl comparisons were mainly related to metabolism. These results indicate that transport stress had a delayed effect on intestinal metabolism.

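Some genes of antioxidant defence and of xenobiotic metabolism rose in recovery. Of 38 antioxidant genes, 11 rose, 2 fell and 25 did not pass (15 rose and 3 fell when adjusted over the list alone) in Rec vs. Str, with a median log2 fold change of 1.10 (camera adjusted p = 7.18e-05, adjusted p = 0.263 with an estimated correlation). *gstp1*, a glutathione transferase, went from 27.3 ± 6.81 FPKM in Str to 295 ± 104 FPKM in Rec (SD, n = 3 each; log2 fold change 3.58, standard error 0.44, adjusted p = 0.00717 from edgeR), and *prdx3*, which removes peroxide in mitochondria, rose with a log2 fold change of 2.41. Of 23 genes of xenobiotic metabolism, 7 rose, 1 fell and 15 did not pass (8 rose and 1 fell when adjusted over the list alone), with a median of 0.17 (camera adjusted p = 0.00248, adjusted p = 0.263 with an estimated correlation); *ephx1*, which detoxifies epoxides, rose (log2 fold change 1.57, standard error 0.24, adjusted p = 0.00904). In Rec vs. Ctrl no single gene of any list passed in edgeR. Among the medians above 0 that passed camera's test were those of DNA replication (1.34, camera adjusted p = 1.25e-14, adjusted p = 0.202 with an estimated correlation), enterocyte digestion and absorption (0.71, camera adjusted p = 5.84e-08, adjusted p = 0.202 with an estimated correlation), antioxidant defence (0.60, camera adjusted p = 3.56e-07, adjusted p = 0.202 with an estimated correlation) and PPAR signaling (0.43, camera adjusted p = 2.16e-05, adjusted p = 0.202 with an estimated correlation). Tight junction genes had a median of -0.34 there (camera adjusted p = 4.76e-06, adjusted p = 0.209 with an estimated correlation). At the preset correlation, 16 of 27 lists passed in Rec vs. Ctrl, and 0 with an estimated correlation. For antioxidant defence in Rec vs. Str the number that rose was 3 without Rec-2 or Str-3 and 5 without Str-1 or Str-2, and the number that fell was 0 without Rec-2 or Str-3 and 1 without Rec-3, Str-1 or Str-2; on log2(FPKM + 1) the median was 0.81 with limma and 0.71 with quantile normalization. For xenobiotic metabolism in Rec vs. Str the number that rose was 4 without Rec-2, Str-1 or Str-2 and 2 without Str-3, the number that fell was 0 without Rec-1, Rec-2, Rec-3, Str-1 or Str-3, and the median was 0.30 without Rec-1, 0.55 without Rec-3, 0.10 without Str-1, 0.67 without Str-2 and 0.28 without Str-3. For DNA replication in Rec vs. Ctrl, the median was 0.89 without Rec-2; on log2(FPKM + 1) the median was 0.73 with limma and 0.93 with quantile normalization. For enterocyte genes in Rec vs. Ctrl, on log2(FPKM + 1) the median was 0.52 with limma and 0.36 with quantile normalization. For antioxidant defence in Rec vs. Ctrl, on log2(FPKM + 1) the median was 0.33 with limma and 0.32 with quantile normalization. For PPAR signaling in Rec vs. Ctrl, on log2(FPKM + 1) the median was 0.15 with limma and 0.21 with quantile normalization. For tight junctions in Rec vs. Ctrl, the median was -0.52 without Rec-1, -0.56 without Rec-3 and -0.21 without Ctrl-2.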

### 4.4. 16S rDNA Sequence Analyses Reveal Changes in Intestinal Microecology under Transport Stress

Many different types of bacteria work together in the intestinal tract to maintain microecological balance. In this way, the microbial community participates in the regulation of antioxidant, immunity, energy conversion, and other functions in fish [58]. In this study, we found that transport stress affected microbial diversity in the intestine. Two indexes of alpha diversity, Shannon’s index and Simpson’s index, were significantly lower in the Str group than in the Ctrl group, which may have resulted in the instability of the intestinal flora and reduced the disease resistance of hybrid yellow catfish [59].

In this study, the dominant phyla in the intestine were Fusobacteria, Firmicutes, Bacteroidetes, and Proteobacteria. Consistent with these findings, another study detected Fusobacteria, Firmicutes, Bacteroidetes, and Proteobacteria as the dominant phyla in the intestinal tract of hybrid yellow catfish [23]. As dominant phyla in intestinal samples, Fusobacteria and Bacteroidetes showed significant changes in abundance under transport stress. Fusobacteria are anaerobic Gram-negative bacteria whose members are linked with immune suppression, and are involved in inflammation pathways via the recruitment of inflammatory cytokines and the increased production of ROS [60]. We detected a significant increase in the abundance of Fusobacteria in the Str group. This may be related to changes in immunity, inflammation, and antioxidant systems under transport stress. Consistent with our results, other studies have reported that Fusobacteria are associated with host lipid metabolism [61]. Bacteroidetes also are Gram-negative anaerobic bacteria [62] that are closely associated with the occurrence and development of intestinal inflammatory diseases [63]. In this study, transport stress resulted in a reduced abundance of Bacteroidetes and an increase in the Firmicutes/Bacteroidetes ratio in hybrid yellow catfish. The interaction between Bacteroidetes and Firmicutes plays an essential role in energy metabolism in fish intestine [64]. Bacteroidetes harbor carbohydrate-related enzymes that hydrolyze glycoconjugates [65], whereas Firmicutes contribute to the absorption and metabolism of fatty acids in the intestine [66]. Therefore, any change in the Firmicutes/Bacteroidetes ratio induced by transport stress might disrupt the energy balance of hybrid yellow catfish.

*Cetobacterium* (Fusobacteria) and *Barnesiellaceae* (Bacteroidetes) are the dominant intestinal bacterial genera in hybrid yellow catfish [67]. *Cetobacterium* is the most abundant genus in the intestinal microbiota of most fish, and its members are involved in host metabolism and inflammation [68]. Previous studies have shown that exogenous stimuli can induce dysbiosis of the gut microbiota, and aggravate host inflammatory reactions through lipopolysaccharide-related NOD-like receptors and TLRs pathways in fish [69]. *Barnesiellaceae* are related to fat and energy metabolism [70]. After intestinal injury in rats, the beta diversity of intestinal microbes changed, and the relative abundance of *Barnesiellaceae* and *Bacteroidaceae* decreased [71]. The increased abundance of *Cetobacterium* and the decreased abundance of *Barnesiellaceae* observed in this study suggest that transport stress disturbed normal metabolism, leading to intestinal injury in hybrid yellow catfish. In the Rec group, the abundance of Fusobacteria returned to a level similar to that in the Ctrl group, whereas Bacteroidetes were still less abundant than in the Ctrl group. This may be one of the reasons for delayed disease outbreaks after transportation. *Chryseobacterium* and *Acinetobacter* are potential pathogenic bacteria that can threaten fish health [72,73,74]. Among various bacterial diseases, those caused by *Acinetobacter spp*. and *Chryseobacterium spp*. have been recently reported in different fish species [73,75]. In this study, we found that the relative abundance of *Chryseobacterium* and *Acinetobacter* was markedly higher in the Rec group than in the Str group. This may indicate that the risk of disease is increased after transportation. *Akkermansia* is considered to be a promising probiotic because of its ability to ameliorate host immune responses and metabolic function [76]. In this study, transport stress led to a decrease in the relative abundance of *Akkermansia*, suggesting that the functional barrier of the intestine might be disrupted. In summary, these results indicate that transport stress can cause intestinal injury and adversely affect the antioxidant, immune, and metabolism functions of hybrid yellow catfish by altering the intestinal microbial community.

### 4.5. Intestinal Microbiota and Its Relationship with DEGs under Transport Stress

We detected close relationships between some components of the microbiome and metabolism-related and immune-related DEGs. As a group of giant bacteria, *Epulopiscium* can digest certain macronutrients in the host’s gut [77]. For example, in the intestinal tract of tropical herbivorous surgeonfish, *Epulopiscium* play a key role in digestion and pH homeostasis [78]. In the present study, we detected a negative relationship between *Epulopiscium* and metabolism-related genes such as *fabp6*, *dhcr7*, and *fabp2* in the intestine of yellow catfish under transport stress. *Flavobacterium* can cause an immune response and diseases in fish. In the head kidney of Mandarin fish, *Flavobacterium columnare* infection led to an up-regulation of genes encoding CC chemokine 3, interleukin-8, interleukin-1β, and C-X-C motif chemokine 14-like [79]. Similarly, we found that *Flavobacterium* was negatively correlated with *cxcl3*, *il-12*, *chemokine*, *tlr9*, and *tlr13*, and positively correlated with *tlr5* and *il-1β* under transport stress. In addition, *Firmicutes*-unclassified and *Rombouisia* also showed clear relationships with immune-related genes encoding components of the TLRs signaling pathway. Notably, *fads2*, *il-12,* and *chemokine* showed clear correlations with multiple bacterial genera, which highlights the multifaceted pathways of gene–transcriptome interactions. Genome-wide mbQTL studies have shown that the innate host immune system is a major determinant in shaping the microbiome, especially via the innate molecules of pattern recognition receptors, including TLRs. In addition to immune-related genes, those related to the mucus barrier and sugar digestion also affect the gut microbiome. Genetic variations among hosts could lead to intestinal dysbiosis and even disease. Together, these findings suggest that there is a significant interaction between the gut transcriptome and microbiome, which may be mediated by key transcription factors and TLRs, the steroid biosynthesis pathway, and the PPAR signaling pathway under transport stress.

## 5. Conclusions

The results of this study show that transport stress leads to oxidative stress and the dysregulation of lipid metabolism and immunity in hybrid yellow catfish. As all of these processes are interconnected, these changes result in a vicious cycle. Transport stress leads to oxidative stress and compensatory disorders of the innate immune and metabolic functions, with follow-on effects on TLRs signaling, steroid biosynthesis, and the PPAR signaling pathway in the intestinal tract. These alterations affect the composition of the intestinal microbial community. Our findings indicate that interactions between the host (hybrid yellow catfish) and its intestinal microbes are involved in resistance to transport stress. This study provides a theoretical basis for the in-depth exploration of the response mechanism of teleost fish under transport stress.

## Figures and Tables

**Figure 1:**
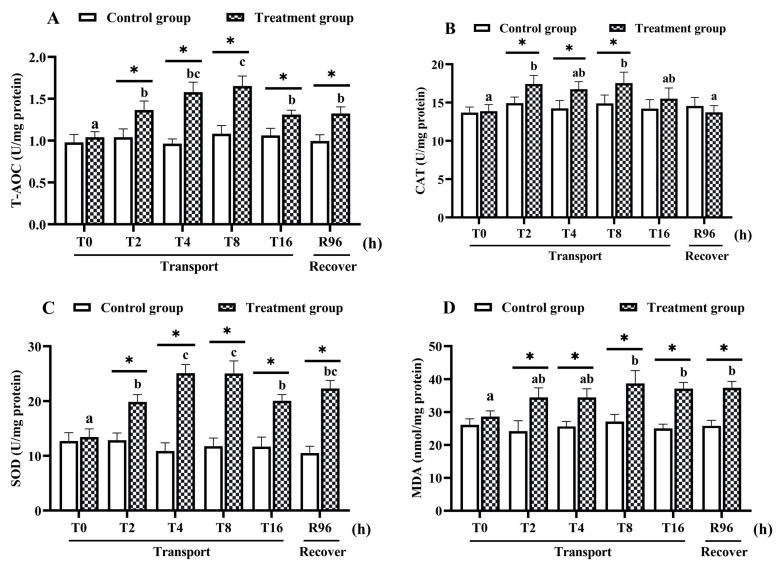
Intestinal antioxidant-related biochemical indices of hybrid yellow catfish under transport stress (*n* = 9 replicates). (**A**) Total antioxidant capacity, T-AOC; (**B**) catalase, CAT; (**C**) superoxide dismutase, SOD; (**D**) malondialdehyde, MDA. *X*-axis indicates the treat time. The values were expressed as mean ± SEM. Asterisks (*) mean statistical significance (*p* < 0.05) between control groups and transportation groups. Different letters indicate statistical significance (*p* < 0.05) among different transport groups.

**Figure 2:**
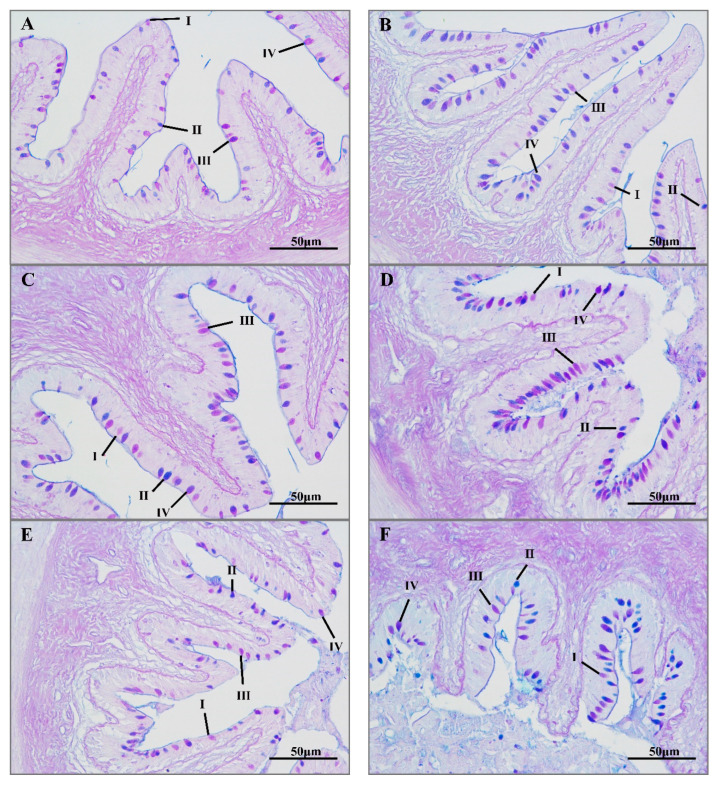
Alcian blue-periodic acid-Schiff staining (AB-PAS) of hybrid yellow catfish intestine under transport stress. Intestine mucous cells at different transport times 0 h (**A**); 2 h (**B**); 4 h (**C**); 8 h (**D**); 16 h (**E**); 96 h recovery group (**F**). Ⅰ, Ⅱ, III and Ⅳ represent different mucous cell types.

**Figure 3:**
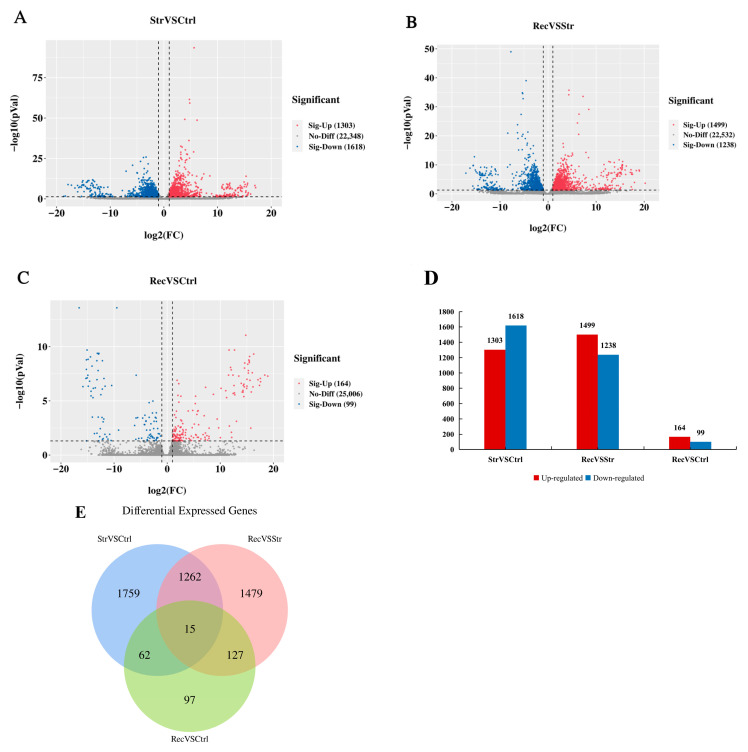
(**A**) Volcano plot of DEGs in StrVSCtrl (transport 16h group vs. control group). (**B**) Volcano plot of DEGs in RecVSStr (recovery group vs. transport 16h group). (**C**) Volcano plot of DEGs in RecVSCtrl (recovery group vs. control group). Gray dots represent genes showing no significant differences in expression. Red and blue dots represent significantly up-regulated and down-regulated DEGs, respectively. (**D**) Transcriptome analysis of the number and expression of DEGs. (**E**) Venn diagram of the number of DEGs.

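Among the 10 largest rises in Rec vs. Str by the difference in mean log2(FPKM + 1), LOC113641340 (apolipoprotein Eb), a carrier protein of lipoproteins, stood at 109 ± 56.6 FPKM in Str and 3140 ± 1850 FPKM in Rec (SD, n = 3 each; log2 fold change 5.02, standard error 0.68, adjusted p = 0.00821 from edgeR), and *acsl5* reached 26.5 ± 12.3 FPKM in Rec (log2 fold change 6.49, standard error 0.66, adjusted p = 0.0039). LOC113638998 (pyruvate dehydrogenase kinase 2), which restrains the use of glucose by mitochondria, went the other way, from 519 ± 131 FPKM to 17.7 ± 17.5 FPKM (log2 fold change -4.78). LOC113662830 (Sgk1), *chac1*, LOC113663669 (Rhes) and LOC113643665 (C-type lectin 4E), which had risen during transport, fell with log2 fold changes of -5.51, -5.20, -5.23 and -4.27. By that measure, the rest of the 10 largest rises were LOC113637596 (natterin-3), LOC113644521 (phospholipase B1), *apoc1*, LOC113654132 (lactase), LOC113648745 (protein disulfide-isomerase), LOC113653746 (retinol-binding protein 2), *fabp6* and LOC113649718 (apolipoprotein A-II), with log2 fold changes from 5.68 to 9.80 apart from LOC113649718, whose Str libraries lie partly at 0 (0.154 ± 0.267 FPKM against 2230 ± 2030 FPKM). Genes at a low level in Str, such as *dgat2*, can have larger log2 fold changes in edgeR. The rest of the 10 largest falls were LOC113647532 (proteoglycan 4), *g0s2*, LOC113654750 (RING finger protein 182) and LOC113635612 (troponin I), with log2 fold changes from -5.58 to -5.10. The groups did not overlap in any of these 20 genes, which the rule for naming requires; by chance 10% of genes would show this with 3 libraries against 3. Of the 20, 8 passed without each of the 6 libraries, and 11 did not pass without Str-3, 7 without Str-1, 7 without Rec-2, 6 without Str-2, 3 without Rec-3 and 1 without Rec-1, with a highest adjusted p of 0.157. No gene passed edgeR's adjusted test in Rec vs. Ctrl. The smallest unadjusted p among higher genes belonged to LOC113662539 (phosphatase PHOSPHO1; log2 fold change 2.35, adjusted p = 0.383), *gldc* (log2 fold change 2.79, adjusted p = 0.383) and *tecr* (log2 fold change 1.54), and among lower genes to LOC113639955 (carboxypeptidase X1; log2 fold change -1.89), LOC113635119 (liver-expressed antimicrobial peptide 2; log2 fold change -9.09) and LOC113646449 (betaine-homocysteine S-methyltransferase 1; log2 fold change -3.14).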

**Figure 4:**
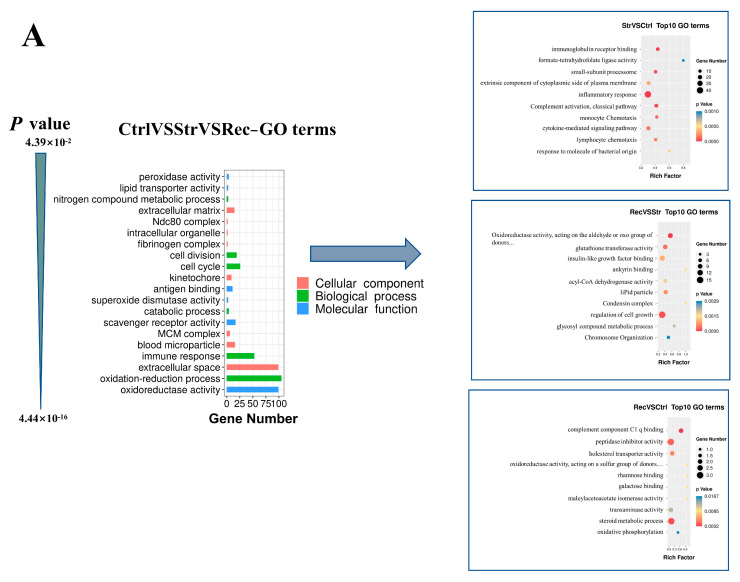

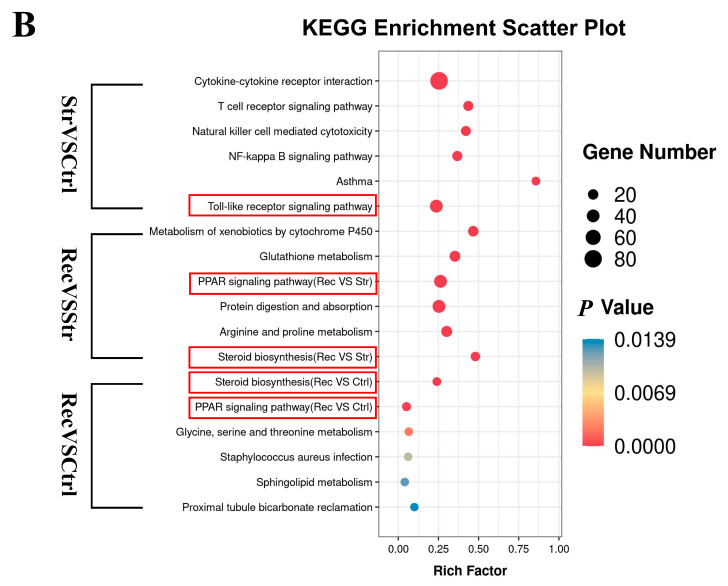
(**A**)The Gene Ontology catalogs with significant enrichment of differential genes were screened, respectively, from MF (molecular function), CC (cellular component), and BP (biological process) of Ctrl (control group) vs. Str (transport 16 h group) vs. Rec (recover group), Str vs. Ctrl, Rec vs. Str, and Rec vs. Ctrl, according to *p* values. (**B**) The top 6 enrichment KEGG pathways with significant enrichment of differential genes were screened, respectively, from Str (transport groups) vs. Ctrl (control groups), Rec (recover groups) vs. Str (transport groups) and Rec vs. Ctrl according to *p* values.

**Figure 5:**
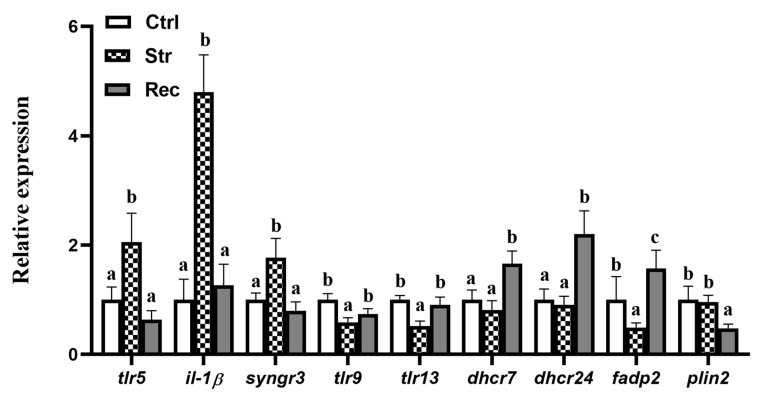
Expression levels of *tlr5*, *tlr9*, *tlr13*, *il1β*, *syngr3*, *fabp2*, *plin2*, *dhcr7* and *dhcr24* mRNA (*n* = 9 replicates) in Ctrl (control groups), Str (transport groups), and Rec (recover groups). Different letters indicate statistical significance (*p* < 0.05) among the three groups.

**Figure 6:**
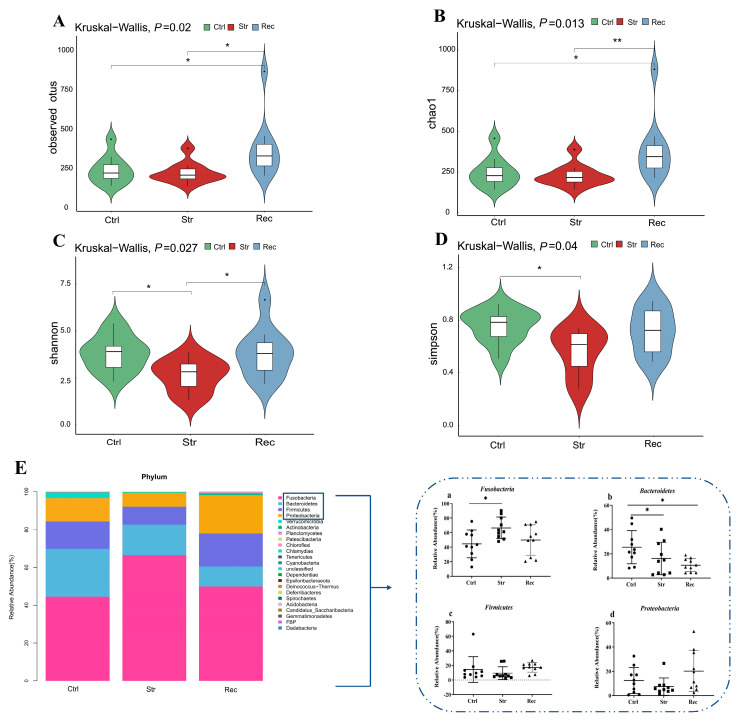
(**A**) Observed species index; (**B**) Chao1 index; (**C**) Shannon’s index; (**D**) Simpson’s index; (**E**) relative abundance of predominant taxa identified at phylum level in control group (Ctrl), transport 16 h group (Str), and recovery group (Rec). Each bar represents relative abundance in each group and 20 most abundant taxa are shown. Relative abundance of four dominate bacterial phyla in three groups showed in (**a**–**d**). Each shape represents relative abundance in each sample. * (*p* < 0.05) and ** (*p* < 0.01) indicate significant difference in abundance.

**Figure 7:**
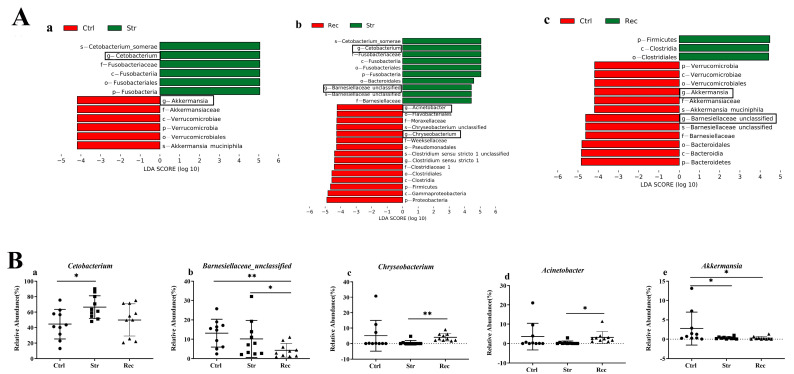
(**A**) Taxa shown in histogram were determined to differ significantly in abundance among different groups by Kruskal-Wallis test (*p* < 0.05) and have LDA score > 4 ((**a**): Ctrl vs. Str; (**b**): Rec vs. Str; (**c**): Ctrl vs. Rec). (**B**) Abundance of dominate bacterial genera (**a**–**e**) in Ctrl, Str, and Rec (*, *p* < 0.05; **, *p* < 0.01).

**Figure 8:**
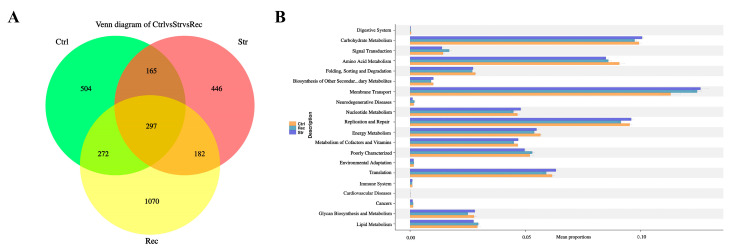
(**A**) Venn diagram analysis depicting the numbers of shared and unique OTUs in control groups, transport groups, and recovery group. (**B**) The abundance ratio of gut microbiota among the control groups, transport groups, and recovery group predicted the level 2 function.

**Figure 9:**
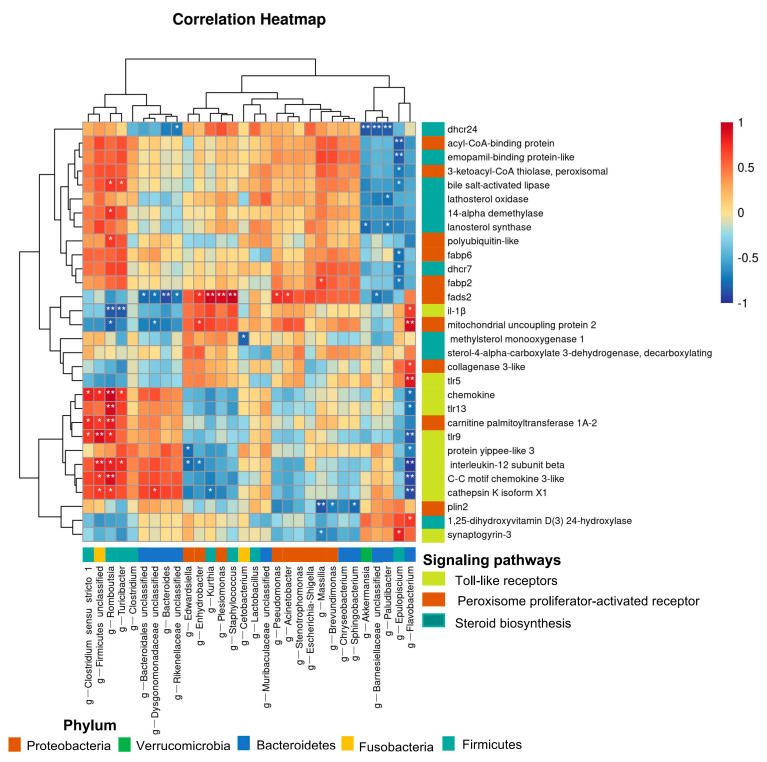
Significant correlation between intestinal bacteria at genus level and differentially expressed genes of toll-like receptors, peroxisome proliferator-activated receptor, and steroid biosynthesis signaling pathways (*, *p* < 0.05; **, *p* < 0.01).

## Data Availability

The transcriptome sequence datasets [GENERATED/ANALYZED] have been deposited at the NCBI under the accession number GSE206148 [https://www.ncbi.nlm.nih.gov/search/all/?term=GSE206148], and the 16S rRNA datasets are under the accession number PRJNA853144. The raw data supporting the conclusions of this article will be made available by the authors, without undue reservation. Requests to access these datasets should be directed to .

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/antiox11091737/s1, Figure S1: Rarefaction curves and estimators of the different samples in control group (Ctrl), transport 16h group (Str) and recover group (Rec); Figure S2: Linear discriminant analysis effect size (LEfSe) analysis comparing abundance of all detected bacterial taxa among yellow catfish in control group, transport group and recover group. Table S1: Overview of reads for mRNA-seq and quality filtering; Table S2: Differentially expressed mRNA verified by mRNA-Seq; Table S3: The specific primer sequences for qPCR in this study

# Supplementary material for: Integrated Transcriptome and 16S rDNA Analyses Reveal That Transport Stress Induces Oxidative Stress and Immune and Metabolic Disorders in the Intestine of Hybrid Yellow Catfish (Tachysurus fulvidraco♀ × Pseudobagrus vachellii♂)
**Source:** Antioxidants (Basel). 2022 Aug 31;11(9):1737. doi: 10.3390/antiox11091737
**Supplement:** Supplementary file 1

Table S1. Overview of reads for mRNA-seq and quality filtering

Sample	Raw Data		Valid Data		Valid Ratio	Q20%	Q30%	GC %
	Read	Base	Read	Base				
Ctrl-1	44726962	6.71G	42235166	6.34G	94.43	99.92	97.47	45
Ctrl-2	41713136	6.26G	39847858	5.98G	95.53	99.94	97.55	46
Ctrl-3	43536414	6.53G	41218400	6.18G	94.68	99.92	97.52	46
Str-1	41473770	6.22G	36627760	5.49G	88.32	99.97	97.70	45
Str-2	52389816	7.86G	48324180	7.25G	92.24	99.91	97.47	45.50
Str-3	42216026	6.33G	40156618	6.02G	95.12	99.94	97.76	46.50
Rec-1	42771760	6.42G	39748556	5.96G	92.93	99.95	97.49	46
Rec-2	41857526	6.28G	39320374	5.90G	93.94	99.92	97.44	46
Rec-3	39134716	5.87G	33010852	4.95G	84.35	99.96	97.46	46

Table S2. Differentially expressed mRNA verified by mRNA-Seq. Fold change is equal to the ratio of transport 16 group (Str) mean to control group (Ctrl) mean, recover group (Rec) mean to Str mean and Rec mean to Ctrl mean, where “mean” is the mean of three biological replicates.

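Apart from *il-1β*, the fold changes in the table are log2 ratios of 2 group means of FPKM, a unit that divides a gene's reads by its length and by the depth of the library. Recomputed from the deposited FPKM, *syngr3* had a log2 ratio of 1.21 for Str to Ctrl, and *fabp2* 3.60 for Rec to Str. For *tlr9* the ratio of Rec to Str was 3.51, and 0.09 without Rec-3. For *dhcr7* the ratio of Rec to Ctrl was 1.71, and 1.06 without Rec-3. A ratio of means gives the most weight to the library with the highest value and carries no test. No ratio exists for *il-1β*, whose mean is 0 in Ctrl and Rec. Its log2 ratio is at least 3.52 for Str to Ctrl against the floor of 3 read pairs per library. The smallest p that an exact two-sided permutation test can give with 3 libraries against 3 is 0.1.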

Gene abbreviation	Gene description	Log2 (fold-change) /	Log2 (fold-change) /	Log2 (fold-change) /
		Regulation<br>StrVS Ctrl	Regulation<br>RecVS Str	Regulation<br>RecVS Ctrl
<i>tlr5</i>	toll like receptor 5	4.52/up	-3.79/down	no significant difference
<i>il-1β</i>	interleukin 1 beta	13.97/up	-13.97/down	no significant difference
<i>syng3</i>	synaptogyrin3	1.21/up	-2.28/down	no significant difference
<i>tlr9</i>	toll like receptor 9	-4.51/down	3.51/up	no significant difference
<i>tlr13</i>	toll like receptor 13	-2.71 /down	2.11/up	no significant difference
<i>dhcr7</i>	7-dehydrocholesterol reductase	no significant difference	2.52/up	1.71/up
<i>dhcr24</i>	delta (24)-sterol reductase	no significant difference	2.52/up	2.87/up
<i>fabp2</i>	fatty acid-binding protein, intestinal	-1.94/down	3.60/up	1.66/up
<i>plin2</i>	perilipin-2	no significant difference	-2.25/down	-1.79/down

Table S3. The specific primer sequences for qPCR in this study

Gene	Primer sequence (5'-3')	Efficiency%	Amplicon size	GenBank number
<i>tlr5</i>	F: AGCTGGACAGGAGAACCGAT<br>R: TTAGGAGGCAAAACCGGGAC	98.000	182	XM_027135423.1
<i>il-1β</i>	F: GTGCTGAAGGAAAAGACTCCCA<br>R: GCAGTTTGGTGGGTGTAGG	106.275	105	XM_027139701.1
<i>syng3</i>	F: CGTGCTACTGGAGATTGGCT<br>R: CCAGTGGCAGTTCGTTAGGT	108.846	110	XM_027142826.1
<i>tlr9</i>	F: GGGCAGGACACAAGGGTTAT<br>R: CCTCCAGACAAAGCCGGAAT	99.639	171	XM_027167061.1
<i>tlr13</i>	F: AGCTTCCGCTACAATCGCAT<br>R: CAGTGAGTGCTTTGCGATCC	101.149	121	XM_027147837.1
<i>dhcr7</i>	F: TGCACCAACATTCTCGGCTA<br>R: TCCGATGCGTGGATTGAAC	107.769	144	XM_017478833.2
<i>dhcr24</i>	F: GCTTTACGAGCAGCATCACG<br>R: AACGGACACAGCCATAAGGG	108.050	117	XM_027179593.1
<i>fabp2</i>	F: AGAAAGCTGGCTGAACACGA<br>R: CGAGCGTGAACCGATGTCT	96.018	112	XM_017461533.2
<i>plin2</i>	F: GCCTGCCACAAAACATCCAA<br>R: GGACAGGTCGCTTAGAGCTG	103.407	101	XM_027169412.1
<i>β-actin</i>	F: GGATTTCGCTGGAGATGATG<br>R: TCGTTGTAGAAGGTGTGATG	99.268	221	XM_027148463.1

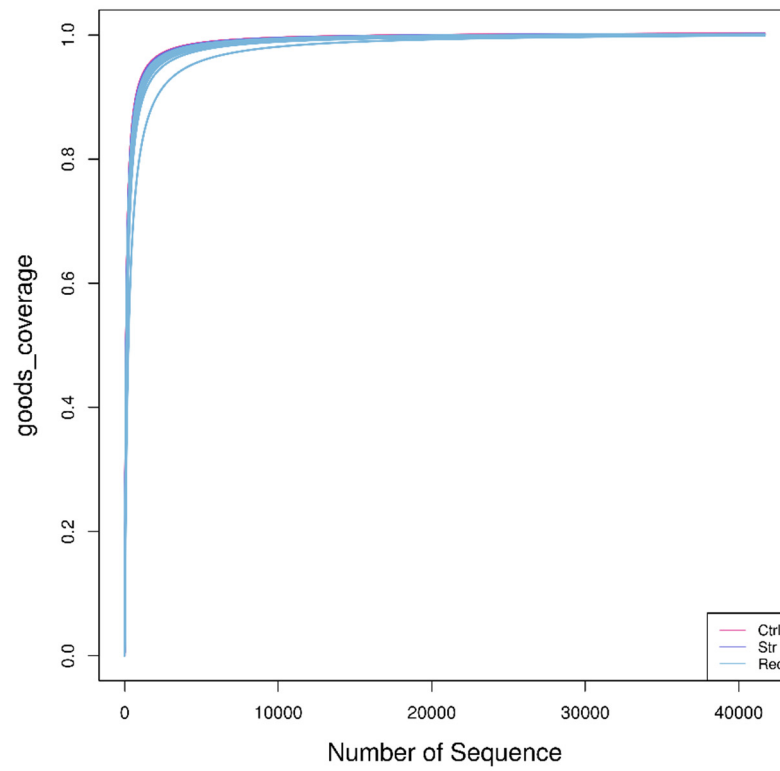

Figure S1: Rarefaction curves and estimators of the different samples in control group (Ctrl), transport 16h group (Str) and recover group (Rec).

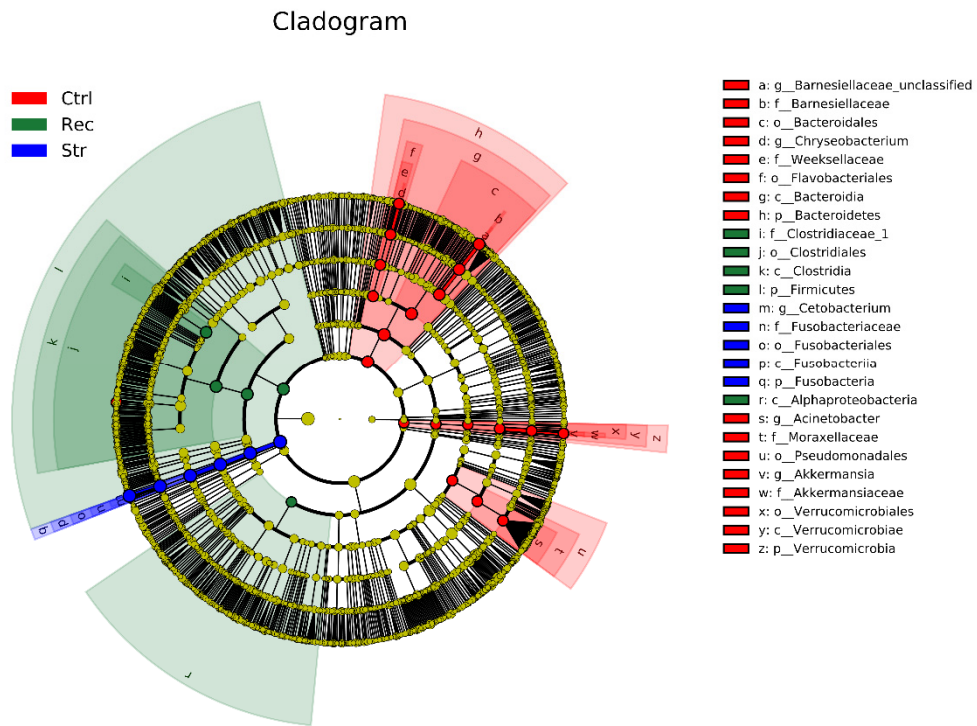

Figure S2: Linear discriminant analysis effect size (LEfSe) analysis comparing abundance of all detected bacterial taxa among yellow catfish in control group, transport group and recover group. Red, blue and green indicate taxa enriched control group (Ctrl), transport 16h group (Str) and recover group (Rec), respectively. Brightness is proportional to abundance of each taxon.

How the deposited data were processed for this re-analysis (not part of the article)

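The authors sequenced posterior intestine of hybrid yellow catfish on an Illumina NovaSeq, with 3 individuals for each of the groups Ctrl, Str (16 h of transport) and Rec (96 h of recovery). They trimmed the reads with Cutadapt 1.9 and mapped them to the reference genome of the yellow catfish. HISAT and StringTie are named in the submitters' processing notes without versions, and the genome build and its annotation release are not given in the sources used here. The authors computed FPKM per gene, fragments per kilobase and library depth, and deposited them. The deposited expected counts are whole numbers that were not scaled between libraries, and how the authors made them from the alignments is not given in the sources used here. The smallest values peak at 4, 8 and 12, so 1 read pair is usually worth 4 counts. Results for some single genes are not reported here. Reads were not analysed here, and everything below starts from the deposited table.

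The test written down before the data were examined was limma on log2(FPKM + 1). The table also holds counts, so edgeR 4.0.16 on the counts was used in its place once that was seen, and the limma fits (limma 3.58.1) are reported as alternatives. The group labels, the filter, the thresholds, the 27 gene lists, the rule for naming genes and the alternatives apart from those named as later were also fixed before the data were examined. The fit used TMM scaling, a factor for the 3 groups, all 9 libraries, and edgeR's quasi-likelihood F-test, two-sided. It kept 17244 of 26163 genes, those with at least 1 FPKM in at least 3 libraries. The unit of replication in the fit is a fish, with 3 per group. Fish were transported in bags, and the bag of each sequenced fish is not given in the sources used here. Effects of a bag can therefore not be told apart from those of a fish. DESeq2 1.42.0, RLE scaling, counts divided by 4, the 3-group F-test and leaving out single libraries in the enrichment tests were added after the values were seen. Other software was R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Of the genes in the table, 894 have no name, and 15032 have only a locus identifier, for which the product is given. Among the tested genes, 350 are merged loci, whose reads cannot be assigned to a single gene.

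The genes named for a comparison are the 10 largest rises and 10 largest falls among called genes whose groups do not overlap, with a mean of at least 5 FPKM in the higher group and an informative name; 1012 of the 1014 called genes in Str vs. Ctrl and 1570 of 1577 in Rec vs. Str have groups that do not overlap. In addition, the genes that the paper names and, in each list, the genes with the smallest p were taken up. LOC113635787 as a second *tlr5* locus, LOC113634009 for *cyp51*, and *cpt1a* for the paper's carnitine palmitoyltransferase 1A-2 were chosen after the values were seen, and so was *tlr8*, from all TLR loci in the table. Of the lists, 3 follow pathways that the study chose on these libraries (TLR signaling, PPAR signaling, and cholesterol and steroid biosynthesis). Further lists were drawn up with genes or themes that the paper reports from these libraries, and are not fully independent evidence either. These are cytokines and chemokines (*ccl3*, *il12b*), enterocyte digestion (*fabp2*, *fabp6*), enteroendocrine cells and enteric neurons (*syngr3*) and DNA replication (the MCM complex). The lists were matched to the table by symbol and product, and between 3 (skeletal muscle) and 62 (PPAR signaling) genes per list were tested. All loci that match an entry count as members, so a list can hold several loci for the same entry. Enrichment used the KEGG pathways (14028 genes) and GO terms (20950 genes) written in the deposited table, terms with 5 to 500 tested genes, and a background of tested genes with an annotation of that kind.

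The calls were tested on simulated data, in 3 draws with 200 of 17244 genes changed. In Str vs. Ctrl, edgeR at an adjusted p below 0.05 found 0% of 2-fold and 5% of 4-fold changes with 1 false call per draw, and in Rec vs. Str 0% and 2.7% with 0.3 false calls. A second mix with larger changes, added after this low share was seen, gave 29.7% of 4-fold and 81% of 16-fold changes with 6.3 false calls per draw in Str vs. Ctrl, and 25.3% and 80.7% with 4 false calls in Rec vs. Str. At the paper's thresholds edgeR found 86.3% of 4-fold changes in Str vs. Ctrl in the former mix, with 583 false calls per draw. DESeq2 made 57 false calls per draw at an adjusted p below 0.05 in Str vs. Ctrl, with 62% of 4-fold changes found. The median estimate of a log2 fold change of 1 was 1.03 in edgeR and 0.76 in limma on log2(FPKM + 1). Enrichment was tested with 10 planted terms, of which 10 were called, and with 1000 random genes, for which 0 of 293 terms passed. In simulated counts, 0 of 26 random lists passed camera's test. The simulated genes varied independently and the random genes were drawn singly, so neither check covers terms or lists whose genes vary together.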

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

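Each list below was fixed before its values were seen, and that they lie outside the paper's discussion was noted only after the result was seen. Genes of the glucocorticoid and fasting response, which the paper does not discuss, were higher in Str vs. Ctrl with a median log2 fold change of 1.32 over 33 genes. Genes of the interferon response, outside the paper's discussion as well, were lower with a median of -1.30 over 58 genes, of which 14 fell and 0 rose (camera adjusted p = 1.7e-11, adjusted p = 0.0442 with an estimated correlation). The 18 matched entries of this list gave 78 loci, of which these 58 were tested, so several can be loci of the same gene family. For the interferon response the number that fell was 6 without Str-1, 9 without Str-2 or Ctrl-1, 1 without Str-3, 5 without Ctrl-2 and 2 without Ctrl-3; on log2(FPKM + 1) the median was -0.92 with limma and -0.79 with quantile normalization.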

How the results depend on the processing

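DESeq2, RLE scaling, counts divided by 4, the enrichment without single libraries, the limma median of the lists, the share of a change left in Rec and the lists with il-1 beta loci added were chosen only after the result was seen; every alternative written down earlier was run. Of 3198 alternative values for 179 calls of named genes, 2606 passed again in the same direction, 592 did not pass, 435 of these for want of 1 library, and 0 changed direction. Of 174 alternative values for 10 named genes and comparisons that did not pass, 11 passed. Of 243 alternatives of the ratios of mean FPKM, 213 gave the same result, 30 moved and 0 changed sign; the number of ratios of at least 1 in size was 21 of 27, and 13 with limma. For Str vs. Ctrl, the filter on a mean FPKM of at least 5 gave 1650 genes at the paper's thresholds, and at an adjusted p below 0.05 array weights gave 2780, DESeq2 2540, and leaving out 1 library 115 (without Ctrl-3) to 612 (without Str-2). For Rec vs. Str, the filter gave 2002, and at an adjusted p below 0.05 fitting only the 2 groups compared gave 677, array weights 2374, DESeq2 3193, and leaving out 1 library 247 (without Str-3) to 1525 (without Rec-3). For Rec vs. Ctrl at the paper's thresholds, no filter gave 1122, the filter on a mean FPKM of at least 5 352, quantile normalization 453, array weights 1279, and leaving out 1 library 500 (without Ctrl-2) to 1203 (without Rec-1); at an adjusted p below 0.05, limma on log2(FPKM + 0.1) gave 1, DESeq2 115, and leaving out 1 library 0 to 2 (without Rec-1). The 767 of 1014 genes that changed back were 465 of 1363 with only the 2 groups compared, 1355 of 2780 with array weights, 1819 of 2540 with DESeq2, and 102 of 129 (without Str-3) to 838 of 1423 (without Rec-3) with 1 library left out; they were a minority in the first 2 of these settings and without Rec-2 (361 of 954). Enriched KEGG pathways numbered 6, 10 and 0 with genes called at an adjusted p below 0.05 in Str vs. Ctrl, Rec vs. Str and Rec vs. Ctrl, and with 1 library left out 8 to 20, 20 to 34 and 1 to 28. Lists called numbered 13, 15 and 16 in the same order, 3, 0 and 0 with an estimated correlation, 11, 15 and 13 with quantile normalization and 12, 14 and 17 with the replicate block; with 1 library left out they numbered 11 to 13, 14 to 18 and 12 to 20. Some list medians were smaller on the scale of log2(FPKM + 1): that of DNA replication in Rec vs. Str was 1.51 with limma and 1.52 with quantile normalization, against 3.09. In the simulated data limma on that scale also shrank fold changes. A planted log2 fold change of 4 in Rec vs. Str had a median estimate of 3.17 in limma and 4 in edgeR. How much of each smaller list median comes from that scale was not tested. The replicate block, which assumes that equal numbers pair the fish (correlations of same-number residuals lie between -0.26 and 0.188), gave 623 genes in Str vs. Ctrl and 893 in Rec vs. Str at an adjusted p below 0.05, and 449 that changed back. The share of higher genes at the paper's thresholds was 56.1% in Rec vs. Str, against 45% with limma, 44.8% with limma on log2(FPKM + 0.1), 49.8% with quantile normalization and 42.8% with array weights, and 62.1% in Rec vs. Ctrl, against 39.7% with limma, 32% with limma on log2(FPKM + 0.1), 27.8% with array weights and 49.7% without Rec-3; at an adjusted p below 0.05 it was 55% in Rec vs. Str, against 42.1% with limma, 45.7% with limma on log2(FPKM + 0.1), 45.7% with quantile normalization, 39.3% with array weights and 46.2% without Str-3, and 47.3% in Str vs. Ctrl, against 36.7% with array weights, 52.6% with quantile normalization, 54.3% without Str-1, 69.8% without Str-3 and 57.4% without Ctrl-3. Median shifts over all genes were -0.148 (limma), -0.189 (limma on log2(FPKM + 0.1)) and -0.261 (array weights) in Rec vs. Ctrl, and -0.122 (limma on log2(FPKM + 0.1)) and -0.152 (array weights) in Rec vs. Str. With the 5 il-1 beta loci added, the TLR signaling list had a median of -0.24 in Str vs. Ctrl and did not pass camera's test (adjusted p = 0.244). The median share of the change in Str vs. Ctrl that was left in Rec was 0.09, and 0.06 (without Rec-1) to 0.19 (without Ctrl-1) over the settings. Where results did not keep, the cause was not tested.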

Differences from the paper's values

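DESeq2, RLE scaling, counts divided by 4, leaving out single libraries in the enrichment tests, and the second *tlr5* locus were chosen only after the result was seen; the other settings below were set before the data were examined.

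The paper gives 301 differentially expressed genes in Rec vs. Ctrl, and 691 were found here at its thresholds. Of the alternatives set before the data were examined, the filter on a mean FPKM of at least 5 came within 1.5 times of it (352), and limma on log2(FPKM + 1) (473), limma on log2(FPKM + 0.1) (659), no filter (1122), upper-quartile scaling (682), quantile normalization (453), only the 2 groups compared (658), array weights (1279), the replicate block and leaving out 1 library (500 to 1203) did not. DESeq2 (887), RLE scaling (689) and counts divided by 4 (742), chosen after the values were seen, did not either. For higher genes the paper's number is 183 and the one found here 429; limma on log2(FPKM + 1) (188), limma on log2(FPKM + 0.1) (211), the filter on a mean FPKM of at least 5 (243) and quantile normalization (250) came within 1.5 times, and the others set before the data were examined (no filter 661, upper-quartile scaling 409, only the 2 groups compared 420, array weights 355, the replicate block, and 282 to 747 with 1 library left out) did not. The paper's numbers part here: about 160 higher and about 99 lower genes stand in Fig. 3D, read by eye. Beside about 160, limma (188) and limma on log2(FPKM + 0.1) (211) came within 1.5 times, and the filter (243) and quantile normalization (250) did not; beside about 99 lower genes, only the filter (109) did. For lower genes the paper's number is 118 and the one found here 262; only the filter on a mean FPKM of at least 5 (109) came within 1.5 times, and limma (285 and, on log2(FPKM + 0.1), 448), no filter (461), upper-quartile scaling (273), quantile normalization (203), only the 2 groups compared (238), array weights (924), the replicate block and leaving out 1 library (213 to 507) did not. The settings added after the values were seen gave 546, 439 and 454 higher and 341, 250 and 288 lower genes for DESeq2, RLE scaling and counts divided by 4, none of which came within 1.5 times.

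The paper counts 52 enriched pathways in Str vs. Ctrl, and 19 were found here. With genes called at an adjusted p below 0.05, an alternative set before the data were examined, there were 6, and leaving out 1 library, chosen after the values were seen, gave 8 to 20. The paper counts 12 in Rec vs. Ctrl, and 26 were found here; calls at an adjusted p below 0.05, set before the data were examined, gave 0, and without Rec-1 (18) and without Rec-2 (10), settings chosen after the values were seen, it came within 1.5 times.

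For *tlr5* in Str vs. Ctrl the paper's log2 fold change is 4.52, and the transcript that its Table S3 names gave 0.77. None of the alternatives set before the data were examined reached the paper's value (limma, ratio of medians, upper-quartile scaling and leaving out 1 library gave 0.30 to 1.10). For Rec vs. Str the paper's value is -3.79, against -2.13 here; the ratio of medians (-3.72) and leaving out Rec-1 (-4.13) came within the error, and limma (-0.61), upper-quartile scaling and the other libraries left out (down to -1.62) did not. The neighbouring locus annotated as *tlr5*, chosen after the values were seen, gives the paper's values in both comparisons.

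In the Venn diagram, the paper shows about 1800 genes found in Str vs. Ctrl alone in Fig. 3E, read by eye, against 747 here, about 1300 shared by Str vs. Ctrl and Rec vs. Str in Fig. 3E, read by eye, against 1979, about 62 shared by Str vs. Ctrl and Rec vs. Ctrl in Fig. 3E, read by eye, against 126, about 130 shared by Rec vs. Str and Rec vs. Ctrl in Fig. 3E, read by eye, against 315, and about 15 shared by all in Fig. 3E, read by eye, against 106. With genes called at an adjusted p below 0.05, an alternative set before the data were examined, the numbers were 247, 767, 0, 0 and 0 in the same order. No gene was called in Rec vs. Ctrl with those calls. Other alternatives set before the data were examined were not run for these numbers.

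The paper names Toll-like receptor signaling as enriched across its groups and interleukin-1 receptor binding among the enriched GO terms. With genes at its thresholds, they had adjusted p = 0.0923 and adjusted p = 0.105 here (one-sided Fisher's exact tests). PPAR signaling and steroid biosynthesis, which it also names, were enriched with those genes. They did not pass with genes called at an adjusted p below 0.05 (adjusted p = 0.101 and adjusted p = 0.409). The MCM complex in Rec vs. Str (adjusted p = 0.168) and, in Rec vs. Ctrl, the outer kinetochore (adjusted p = 0.32), cholesterol metabolic process (adjusted p = 0.14), peptidase inhibitor activity (adjusted p = 0.14) and intermediate filament (adjusted p = 0.0637) are terms that the paper names and that did not pass here. In its discussion, though not in its results, the paper treats *dhcr7* and *fabp2* as raised and *plin2* as lowered under transport stress. The log2 fold changes here were -0.76, -1.94 and 0.55 in Str vs. Ctrl, none of which passed at an adjusted p below 0.05. At the paper's own thresholds *fabp2* was lower in Str (unadjusted p = 0.00425 from edgeR), opposite to the discussion, and *dhcr7* and *plin2* did not pass. The paper's RT-qPCR found *fabp2* lower in Str as well. The directions of the discussion are those of Rec vs. Str (2.57, 3.68 and -2.17).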

Other observations

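The tests of the cholesterol genes, of the T and NK cell markers and of the opposite changes were chosen only after the result was seen, and those over other splits of the libraries were not.

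Genes of cholesterol and steroid biosynthesis were higher in Rec than in Ctrl as a list, and a single library, Rec-3, makes up most of the difference: without it the median log2 fold change was 0.25, and the list still passed camera's test (adjusted p = 0.0172). With an estimated correlation it did not pass even with all libraries (adjusted p = 0.209). Liver tissue in that sample would bring its abundant transcripts, and the mean of the liver list in Rec-3 was -0.855 relative to the 9 libraries, which argues against it. What set this fish apart stays open. A rise of sterol synthesis with recovery in all fish, smaller than the median of all libraries, could be seen beside it and is not excluded. The mean of the list was -0.099 in Rec-1 and 0.213 in Rec-2, beside -0.531, -0.375 and 0.078 in Ctrl-1, Ctrl-2 and Ctrl-3. Rec-1 thus lay below Ctrl-3.

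The T and NK cell markers were lower in Str by a median log2 fold change of -1.91. Scaling between libraries would lower the housekeeping genes alike, and their median was 0.08 with quartiles above those of the markers. With upper-quartile scaling the median of the markers was -1.96, and with quantile normalization of log2(FPKM + 1) -0.92, beside -1.08 with limma on that scale without it and 0.06 for housekeeping with it. Less mucosa in the Str samples would lower the genes of the epithelium, and these part: the median was 0.59 for tight junctions and -1.22 for enterocyte digestion and absorption, so it stays open. Less blood in the tissue was not tested, and erythrocyte genes were lower as well. Fewer T and NK cells in the tissue and lower expression per cell cannot be told apart in RNA of whole tissue, and either may follow from transport.

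Many genes that changed in Str vs. Ctrl changed the opposite way in Rec vs. Str. The hour of sampling, the same for Str and Rec if taken as described, would leave Rec with Str. Over the 1014 genes called in Str vs. Ctrl, the median share of that change left in Rec vs. Ctrl was 0.09, with quartiles of -0.09 and 0.26, which argues against the hour for these genes as a set and not for each of them. The median lay between 0.06 and 0.19 over the settings run, and the upper quartile reached 0.53 with array weights and at most 0.35 in the others. For the 247 genes that were not called back the hour stays open, and those that went back were a minority without Rec-2 (361 of 954), with only the 2 groups compared (465 of 1363) and with array weights (1355 of 2780). Noise in the Str libraries, which both comparisons share, gave a covariance of the fold changes of -0.295 in simulated unchanged groups, and the observed value was -1.306. These simulations drew each gene on its own, so noise common to many genes in the Str libraries is not excluded. Food was withheld for 24 h before transport, and the median of 1.32 in the glucocorticoid and fasting list cannot separate time without food from transport; whether Rec fish were fed is not stated in the sources used here. A response to transport that recovery ends remains a hypothesis.

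With 6 libraries there are 10 splits into 3 and 3, so the share cannot fall below 0.1. In Str vs. Ctrl the real split called 1014 genes at an adjusted p below 0.05 and the highest other 1, and 1 of 10 splits, the real one, called as many. In Rec vs. Str the numbers were 1577 and 0, again 1 of 10. In Rec vs. Ctrl edgeR called 0 genes and the highest other split 1, so that 10 of 10 called as many (1002 genes at an unadjusted p below 0.05, and 115 by DESeq2). At the paper's thresholds, Ctrl-1, Rec-1 and Rec-2 against the rest gave 1989 genes, where the real groups gave 691, which points to a structure of the samples other than the groups.

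The valid reads that Table S1 prints for the Str libraries yield mapped shares of up to 100.7% and those of Rec up to 114.2%, and with the 2 groups exchanged all 6 lie between 91.8% and 93.1%. The mapped reads that the paper's text prints go with the deposited libraries under their labels (1.59 to 1.65 counts per mapped read, Ctrl-3 apart). With these labels the group means run the way of the paper's RT-qPCR: *tlr5*, *il-1β* and *syngr3* are highest and *tlr9*, *tlr13* and *fabp2* lowest in Str, *dhcr7* is highest and *plin2* lowest in Rec. Both speak for an exchange in the valid reads alone, and neither excludes one made before RNA was measured. Exchanged labels would turn round the sign of each change in Rec vs. Str.

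Ribosome biogenesis genes were higher as a list in Str vs. Ctrl (5 of 32 genes rose, median log2 fold change 0.90, camera adjusted p = 1.67e-10, adjusted p = 0.258 with an estimated correlation) and lower in Rec vs. Str (9 fell, median -1.02, camera adjusted p = 4.3e-10, adjusted p = 0.263 with an estimated correlation). By library left out, in Str vs. Ctrl the number that rose was 1 without Str-1 or Ctrl-1, 3 without Str-2 and 0 without Str-3, Ctrl-2 or Ctrl-3. Single libraries changed the counts: in Rec vs. Str the number that fell was 3 without Rec-1 or Str-2, 2 without Rec-2 or Str-1, 18 without Rec-3 and 0 without Str-3. Liver genes, which stand apart from gut tissue, were higher in Str vs. Ctrl (median 1.12, camera adjusted p = 0.00526, adjusted p = 0.258 with an estimated correlation) and lower in Rec vs. Str (median -0.77, camera adjusted p = 0.0161, adjusted p = 0.315 with an estimated correlation), with no gene called. For liver genes in Rec vs. Str the number that fell was 1 without Rec-1, the median was -1.21 without Rec-1 and -0.49 without Rec-3, and camera's adjusted p was 0.162 without Rec-3. Erythrocyte genes were lower in Str vs. Ctrl (median -1.31, camera adjusted p = 0.0407, adjusted p = 0.688 with an estimated correlation; camera's adjusted p was 0.0778 without Str-1 and 0.269 without Ctrl-3; on log2(FPKM + 1) the median was -0.97 with limma and -0.85 with quantile normalization, and with the replicate block camera's adjusted p was 0.0687). Clock genes moved both ways in Str vs. Ctrl (6 rose and 3 fell, median 0.51, camera adjusted p = 0.0407, adjusted p = 0.649 with an estimated correlation). For the clock the number that rose was 1 without Str-3, Ctrl-2 or Ctrl-3 and 3 without Ctrl-1, the number that fell was 0 without Str-1, Str-2, Str-3 or Ctrl-3 and 1 without Ctrl-1 or Ctrl-2, the median was 0.27 without Str-2, and camera's adjusted p was 0.108 without Str-2 and 0.258 without Ctrl-1; on log2(FPKM + 1) the median was 0.31 with limma and 0.31 with quantile normalization (camera adjusted p = 0.0881 with the latter). Of the same clock genes, 3 rose and 7 fell in Rec vs. Str, with a median of -0.38 (camera adjusted p = 0.143). In Rec vs. Ctrl their median was 0.04, with no gene called (camera adjusted p = 0.361). Heat shock, hypoxia, goblet cell, complement, smooth muscle, exocrine pancreas, skeletal muscle and housekeeping lists did not pass in Str vs. Ctrl or Rec vs. Str, with medians of -0.23, -0.08, -0.18, 0.38, 0.05, -1.86, -0.61 and 0.08 in the former. In the hypoxia, smooth muscle and skeletal muscle lists the median and the direction of the test differ in sign there. Further lists that passed in Rec vs. Ctrl, without a gene called by edgeR, were smooth muscle (median 0.50, camera adjusted p = 0.000931, adjusted p = 0.457 with an estimated correlation), B and plasma cells (-0.47, camera adjusted p = 0.00159, adjusted p = 0.236 with an estimated correlation), macrophages and granulocytes (-0.52, camera adjusted p = 5.24e-05, adjusted p = 0.33 with an estimated correlation), xenobiotic metabolism (0.26, camera adjusted p = 0.0147, adjusted p = 0.33 with an estimated correlation), glucocorticoid and fasting response (0.11, camera adjusted p = 0.0189, adjusted p = 0.33 with an estimated correlation), hypoxia (-0.26, camera adjusted p = 0.0447, adjusted p = 0.424 with an estimated correlation) and complement (-0.25, camera adjusted p = 0.0447, adjusted p = 0.419 with an estimated correlation). For smooth muscle in Rec vs. Ctrl the median was 0.31 without Rec-2, 1.14 without Ctrl-1 and 0.28 without Ctrl-2, and camera's adjusted p was 0.064 without Rec-2. For B and plasma cells in Rec vs. Ctrl the median was -0.30 without Ctrl-2; on log2(FPKM + 1) the median was -0.42 with limma and -0.24 with quantile normalization. For macrophages and granulocytes in Rec vs. Ctrl the median was -0.81 without Rec-3 and -0.20 without Ctrl-3. For xenobiotic metabolism in Rec vs. Ctrl the median was 0.17 without Rec-2 and 0.43 without Rec-3, and camera's adjusted p was 0.107 without Rec-1 and 0.0849 without Ctrl-3; on log2(FPKM + 1) the median was 0.05 with limma and 0.21 with quantile normalization (camera adjusted p = 0.0627 with the latter). For the glucocorticoid list in Rec vs. Ctrl the median was -0.05 without Rec-1, 0.30 without Rec-3, 0.21 without Ctrl-1 and 0.17 without Ctrl-3, and camera's adjusted p was 0.369 without Rec-1 and 0.118 without Ctrl-1; on log2(FPKM + 1) the median was -0.10 with limma and -0.01 with quantile normalization (camera adjusted p = 0.144 with the latter). For hypoxia in Rec vs. Ctrl the median was -0.08 without Rec-2 and -0.11 without Ctrl-3, and camera's adjusted p was 0.179 without Rec-1, 0.145 without Rec-2, 0.0686 without Ctrl-1, 0.0558 without Ctrl-2 and 0.0951 without Ctrl-3; on log2(FPKM + 1) the median was -0.33 with limma and -0.16 with quantile normalization. For complement in Rec vs. Ctrl the number that fell was 1 without Rec-1, the median was -0.46 without Rec-1 or Rec-2, -0.15 without Rec-3 and -0.03 without Ctrl-3, and camera's adjusted p was 0.729 without Rec-3, 0.0736 without Ctrl-2 and 0.165 without Ctrl-3; on log2(FPKM + 1) the median was -0.30 with limma and -0.12 with quantile normalization (camera adjusted p = 0.0712 with the latter).

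Of other genes that the paper relates to bacteria, LOC113650399 (collagenase 3, *mmp13*; log2 fold change 2.46, adjusted p = 0.137), LOC113652244 (*ypel3*; log2 fold change -1.60, adjusted p = 0.096), LOC113638670 (polyubiquitin, a locus with near-identical copies; log2 fold change -2.64, adjusted p = 0.0847), LOC113642663 (*cyp24a1*; log2 fold change 2.68, adjusted p = 0.262) and *fads2* (log2 fold change 2.15, adjusted p = 0.256) did not pass in Str vs. Ctrl, where the p-values are from edgeR. *dbi* rose in Rec vs. Str (log2 fold change 3.95, adjusted p = 0.0227; adjusted p 0.0566 without Rec-2, 0.0602 without Str-1, 0.0592 without Str-2 and 0.0921 without Str-3), and *fabp6* did so as well (log2 fold change 5.68, adjusted p = 0.0449; adjusted p 0.0544 without Rec-1, 0.0546 without Rec-2, 0.0839 without Rec-3, 0.116 without Str-1, 0.0717 without Str-2 and 0.156 without Str-3).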
